# MGAT1 and Complex N-Glycans Regulate ERK Signaling During Spermatogenesis

**DOI:** 10.1038/s41598-018-20465-3

**Published:** 2018-01-31

**Authors:** Barnali Biswas, Frank Batista, Subha Sundaram, Pamela Stanley

**Keywords:** Cell biology, Developmental biology, Spermatogenesis

## Abstract

Mechanisms that regulate spermatogenesis in mice are important to define as they often apply to fertility in man. We previously showed that conditional deletion of the mouse *Mgat1* gene (*Mgat1* cKO) in spermatogonia causes a germ-cell autonomous defect leading to infertility. MGAT1 is the N-acetylglucosaminyltransferase (GlcNAcT-I) that initiates the synthesis of complex N-glycans. Mechanistic bases of MGAT1 loss were investigated in germ cells from 22- and 23-day males, before any changes in germ cell morphology were apparent. Gene expression changes induced by deletion of *Mgat1* were determined using the Affymetrix gene chip Mouse Mogene 2.0 ST array, and relationships were investigated by bioinformatics including Gene Ontology (GO), Ingenuity Pathway Analysis (IPA), and Gene Set Enrichment Analysis (GSEA). The loss of complex N-glycans promoted the premature up-regulation of genes normally expressed later in spermatogenesis and spermiogenesis, and IPA and GSEA implicated ERK signaling. EGFR and PDGFRA transcripts and ERK1/2 signaling were reduced in 22-day *Mgat1* cKO germ cells. Basigin, a germ cell target of MGAT1, activated ERK1/2 in CHO cells, but not in a Lec1 CHO mutant that lacks MGAT1 and complex N-glycans. Thus, MGAT1 is required to regulate ERK1/2 signaling during spermatogenesis, potentially via different mechanisms.

## Introduction

In mammals, spermatogenesis involves a complicated sequence of cell-cell interactions and signaling pathways^1,2^. In order to identify roles for glycans in spermatogenesis, we previously generated a number of conditional mutants of protein glycosylation by deleting various glycosyltransferase genes in spermatogonia at 3 days post-partum (dpp) using a Stra8-iCre transgene^3^. Deletion of *C1galt1* that generates core 1 and 2 O-glycans, or deletion of *Pofut1* that transfers O-fucose to Notch receptors and is required for Notch signaling, had no major effects on spermatogenesis, but deletion of *Mgat1* blocked spermatogenesis. *Mgat1* conditional mutant (cKO) males exhibit multinuclear cells (MNC) and produce no sperm^3^. The *Mgat1* gene encodes N-acetylglucosaminyltransferase I (GlcNAcT-I), the transferase that transfers GlcNAc from UDP-GlcNAc to Man_5_GlcNAc_2_Asn to generate hybrid and complex N-glycans^4,5^. In the absence of MGAT1, N-glycans of mature glycoproteins are solely oligomannosyl, and lack all branch antennae that contain GlcNAc, Gal, Fuc, and sialic acid^6^. Global inactivation of the mouse *Mgat1* gene leads to embryonic lethality at approximately E9.5^7,8^.

The architecture of seminiferous tubules in sections from 7 week *Mgat1* cKO mice is disrupted^3^. All tubules contain MNC or symplasts composed of fused spermatids, and lack sperm. A related phenotype is observed with the inactivation of the alpha-mannosidase IIx gene *Man2a2*, that encodes a mannosidase that acts immediately after MGAT1 in the generation of complex N-glycans. *Man2a2* null mice are infertile and also exhibit MNC in testis tubules^9^. Interestingly, loss of the glycoprotein basigin, a carrier of complex N-glycans in germ cells generated by MGAT1^3^, also gives rise to MNC and infertility^10^. In this paper, we determine the earliest time when loss of MGAT1 causes a change in germ cell organization. We show that, at a stage when Sertoli cells, spermatogonia and spermatocyte numbers are not affected in 22 and 23 dpp *Mgat1* cKO testes, molecular changes have nevertheless occurred that lead to the premature expression of spermiogenic genes, and to reduced ERK1/2 signaling. In addition, we show that basigin, a target of MGAT1 in germ cells^3^, does not stimulate pERK1/2 levels in Lec1 CHO cells expressing only oligomannosyl N-glycans (a model for *Mgat1* cKO germ cells). In contrast, basigin with complex N-glycans stimulates ERK1/2 signaling in wild type CHO cells.

## Results

### Early testicular changes associated with deletion of *Mgat1* in spermatogonia

Our previous study characterized *Mgat1*[F/F]:Stra8-iCre males at 7 weeks^3^. To identify the earliest stage at which defective spermatogenesis is observed, testes from control and *Mgat1* cKO males from 15 to 28 dpp were compared by histology (Fig. 1A). At 15 dpp, no apparent differences in seminiferous tubule size or the population of germ cells present in 50 tubules were observed (n = 3 mice/group). At 22 and 23 dpp, round spermatids were present in both control and mutant tubules, and there were still no apparent histological differences (Fig. 1A). At 24 and 25 dpp, fusion of cells adjacent to the lumen was observed in a few tubules (Supplementary Table S1; Fig. 1A). Spermatids were identified based on nuclear size, morphology, location in the tubule or detection of acrosomes by periodic Schiff stain (PAS) at 22–25 dpp (Fig. 1A,B), or the acrosomal protein sp56 at 28 dpp (Supplementary Fig. S1). At 28 dpp, mature spermatozoa were present in control but not *Mgat1* cKO mutant testis sections (Fig. 1A). The number of tubules with elongated spermatids was significantly reduced in 28 dpp mutant testes, and MNC were present (Supplementary Table S1). *Mgat1* cKO and control testis sections were analyzed at 24–26 dpp to detect Sertoli cells (SOX9), spermatogonia (PCNA), spermatocytes (SYCP3), and spermatids (PAS) (Fig. 1B; Supplementary Fig. S2). The number of Sertoli cells, spermatogonia, spermatocytes and Stage VI and beyond tubules were not significantly reduced in *Mgat1* cKO versus control tubules (Fig. 1B histograms).

**Figure 1:**
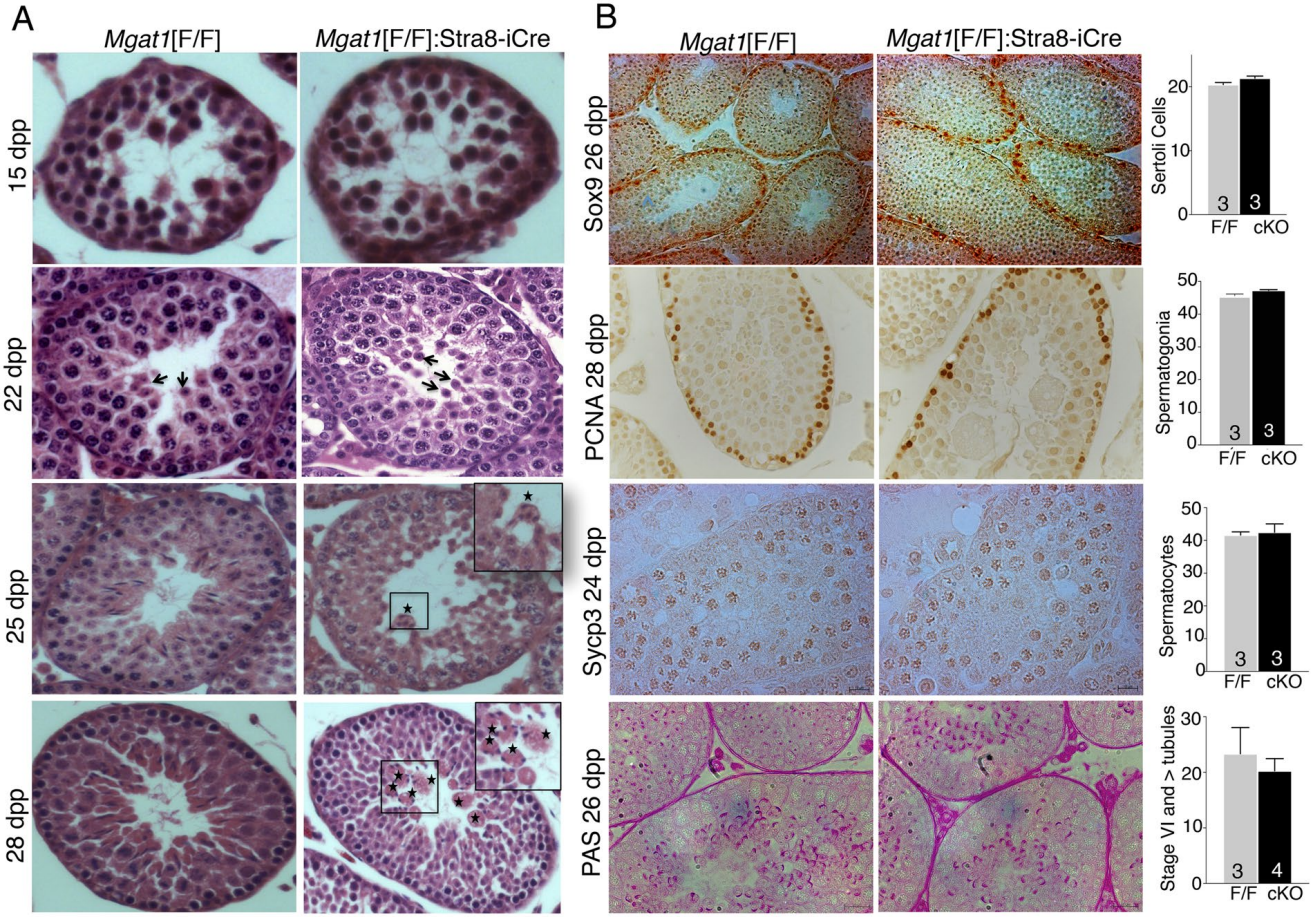
Onset of morphological changes in *Mgat1*[F/F]:Stra8-iCre testes. (**A**) Representative control *Mgat1*[F/F] and *Mgat1*[F/F]:Stra8-iCre testis sections stained with hematoxylin and eosin at 15–28 dpp (n = 3–4 mice per genotype; 20–30 tubules observed per section). At 22 dpp round spermatids were present in control and *Mgat1* cKO tubules (arrows). At 25 dpp, few elongated spermatids were seen in *Mgat1* cKO tubules and some MNC were observed in a few tubules (asterisks, inset). At 28 dpp, *Mgat1* cKO tubules contained MNC comprised of fused spermatids (asterisks, inset and Supplementary Fig. S1). Images were scanned at 40× in a Perkin Elmer Scanner. (**B**) Sertoli cells were identified by anti-Sox9 Ab, spermatogonia by anti-PCNA Ab; primary spermatocytes by anti-Sycp3, and acrosomes by PAS. Histograms show numbers of stained cells per 20–30 tubules per section, and numbers of mice examined. Tubules at stage VI and beyond based on morphology with PAS+ acrosomes were counted per 50 tubules. Histograms represent mean ± SEM. Images were photographed at 20×. Controls for antibody specificity are shown in Supplementary Fig. S2.

### Gene expression in *Mgat1* cKO testicular germ cells

To gain insights into molecular mechanisms that occur early, before morphological changes are apparent, and thus give rise to the defective spermatogenesis of *Mgat1* cKO males, microarray analyses were performed on RNA from germ cells from 22 and 23 dpp males (Supplementary Table S2). To investigate the relative purity of germ cells, qRT-PCR for cell-type specific genes was performed on cDNA prepared from 22 dpp germ cells and compared to 22 dpp testis. Transcripts of *Rhox5* (Sertoli cells) and *Cyp11a1* (Leydig cells) were greatly reduced in germ cell compared to testis preparations (Supplementary Fig. S3A). By contrast, the expression of germ cell-specific genes *Sycp3* (spermatocytes) and *Dbil5* (round spermatids) were similar in testis and germ cell preparations. *Acrv* transcripts (late spermatids) were poorly represented in germ cell preparations. Importantly, the expression of *Mgat1* was greatly reduced in *Mgat1* cKO germ cells at 22 and 23 dpp (Supplementary Fig. S3B). PCR genotyping of germ cell genomic DNA^11^ showed that *Mgat1* cKO germ cells contained only deleted *Mgat1* alleles (520 bp), whereas control germ cells contained only floxed *Mgat1* alleles (560 bp; Supplementary Fig. S3C). Therefore, *Mgat1* transcripts in germ cell preparations were contributed by a small fraction of non-germ cells.

The nature of the N-glycans on basigin (~37 kDa), a germ cell glycoprotein target of MGAT1^3^, confirmed efficient deletion of *Mgat1* at 22 and 23 dpp. Thus, control germ cell basigin with complex N-glycans was resistant to digestion by endoglycosidase H (Endo H). By contrast, *Mgat1* cKO germ cell basigin was sensitive to Endo H digestion, showing that it carried oligomannosyl N-glycans (Fig. 2A and Supplementary Fig. S3D). Incomplete Endo H digestion probably accounts for traces of undigested basigin in some *Mgat1* cKO lysates. Importantly, comparison with ~25 kDa non-glycosylated basigin observed at 22 dpp, showed that levels of basigin were similar in control and *Mgat1* cKO germ cells (Fig. 2A).

**Figure 2:**
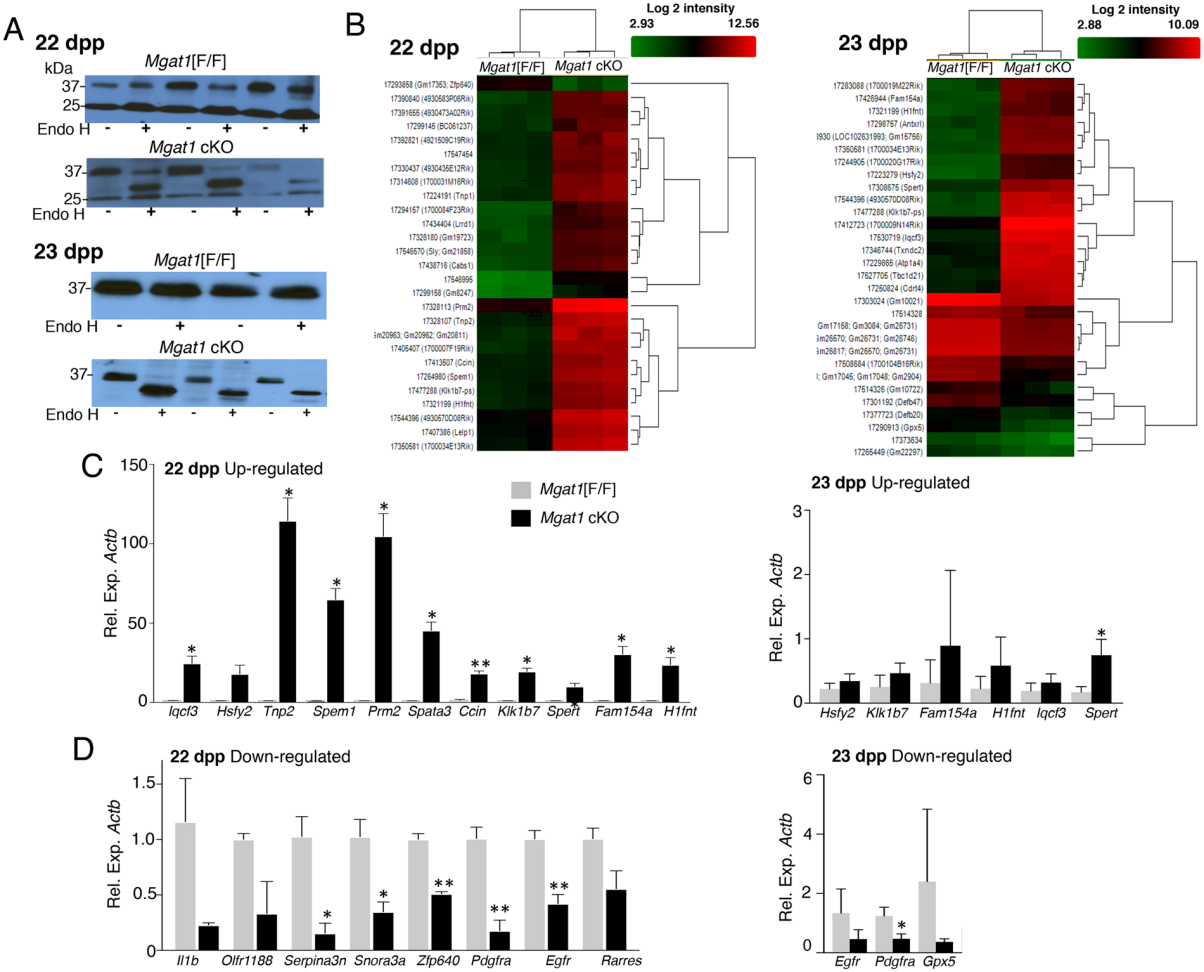
Gene expression changes in *Mgat1* cKO germ cells. (**A**) Western blot analysis for basigin before and after endoglycosidase H treatment of germ cell lysates. Basigin from *Mgat1* cKO germ cells was sensitive to Endo H digestion, consistent with a lack of complex N-glycans. (**B**) Hierarchical clustering of genes expressed in control versus *Mgat1* cKO germ cell cDNA preparations from 22 dpp males, and from 3 replicate cDNA preparations of control versus *Mgat1* cKO germ cell RNA pools obtained from 6 mice per genotype at 23 dpp. Red indicates high and green indicates low relative expression. (**C**) qRT-PCR validation of up-regulated genes in microarray data using cDNA from individual preparations used in microarray experiments. Bars represent mean ± SEM (gray, control; black *Mgat1* cKO). Data are from two experiments performed in duplicate (n = 3 mice/group). *p < 0.05, **p < 0.01. (**D**) qRT-PCR of down-regulated genes identified in microarray data performed on the same RNA samples used in B. Data are from two experiments performed in duplicate (n = 3 mice/group). *p < 0.05, **p < 0.01. Both control and *Mgat1* cKO transcripts were determined relative to *Actb*.

### Differentially expressed genes (DEGs) in control versus *Mgat1* cKO germ cells

Gene expression profiles of 22 and 23 dpp testicular germ cells from control and *Mgat1* cKO males were determined using the GeneChip™ Mouse Gene 2.0 ST Array (34,472 genes). For the 22 dpp experiment, cDNA from three mice per group was analyzed (Supplementary Table S2). For the 23 dpp experiment, RNA (RIN > 9) aliquots from six control and six *Mgat1* cKO germ cell preparations were separately pooled, and three aliquots from the control and *Mgat1* cKO pool, respectively, were converted to cDNA for analysis. 

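RNA of testicular germ cells from 23 dpp males was hybridized to 6 Mouse Gene 2.0 ST arrays, 3 for control (Mgat1[F/F]) and 3 for Mgat1 cKO (Mgat1[F/F]:Stra8-iCre) cells. In these males the iCre recombinase is expressed from the Stra8 promoter, which is active in spermatogonia, and deletes the floxed Mgat1 gene in the germ line. The 3 arrays of a genotype carried aliquots of 1 RNA pool from 6 mice, so the spread between them, and each p-value, measures the variation between aliquots of a pool and not between mice. The authors summarized and normalized the arrays by RMA, and the values are on a log2 scale. The deposited table holds probe sets at the level of exons, of which 233753 carried 1 gene symbol, 5106 several and 30892 none. Probe sets with 1 symbol were averaged per gene on the log2 scale, which gave 23152 genes with a median of 8 probe sets each. The paper tested 1 value per gene from its gene level analysis, so counts of genes are not made from the same features. A mean over all probe sets of a gene is smaller than the change of a transcript that holds only some of its exons. The arrays had like distributions, with medians of 6.85 to 6.87. Genes were tested with limma, and were taken as changed at a Benjamini-Hochberg adjusted p under 0.05 and a difference of means over 2-fold, the thresholds of the paper. In data simulated with the spread of these arrays, 90% of 50 genes changed by 2-fold and 70% of 50 changed by 1.5-fold reached that adjusted p. Only 26 of the 50 at 2-fold and 0 of the 50 at 1.5-fold also passed the 2-fold threshold. The simulated noise was independent between probe sets, so these shares may be too high where probe sets of a gene vary together. No exact permutation test of 3 arrays against 3 can give a p (from either side) below 0.10. Gene lists for germ cell stages, spermatid structures, signaling and somatic cells were fixed before the data were examined and were tested with limma's camera at a preset correlation of 0.01 between genes. The paper's results had been seen, and some lists cover themes it reports, such as extracellular matrix and integrins from these same arrays. Tests of those lists are therefore not independent of the paper.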

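Mgat1 encodes the GlcNAc-transferase that starts the synthesis of complex N-glycans. Averaged over its 12 probe sets, Mgat1 was 6.31 ± 0.13 (SD, n = 3 arrays) in control and 6.30 ± 0.18 (SD, n = 3) in Mgat1 cKO germ cells, a log2 difference of -0.02 (SE 0.11, adjusted p = 0.94 from limma). The probe sets of the gene did not move together. Probe set 17248953 fell from 6.64 ± 0.09 to 5.63 ± 0.26 (SD, n = 3 arrays each), a log2 difference of -1.01 (SE 0.16, adjusted p = 0.037 from limma over all probe sets of the arrays), and was the only one of the 12 in which every Mgat1 cKO array lay below every control array. In probe set 17248948 every Mgat1 cKO array lay above every control array, at 8.34 ± 0.09 against 7.93 ± 0.15 (SD, n = 3 arrays each), with an adjusted p of 0.26 from the same test. The mean was higher in Mgat1 cKO in 7 of the probe sets and lower in 5. Which of these probe sets lie in the deleted part of the gene is not known here, so the mean over the gene does not check the genotypes of the arrays. The qRT-PCR of the paper (Supplementary Fig. S3B) measured fewer Mgat1 transcripts in Mgat1 cKO germ cells. The paper also reports basigin that Endo H could digest in Mgat1 cKO germ cells (Fig. 2A). By PCR of DNA it reports only deleted Mgat1 alleles in Mgat1 cKO germ cells (Supplementary Fig. S3C). The legend of that figure gives a younger age than that of the arrays analysed here.

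**Figure D1:**
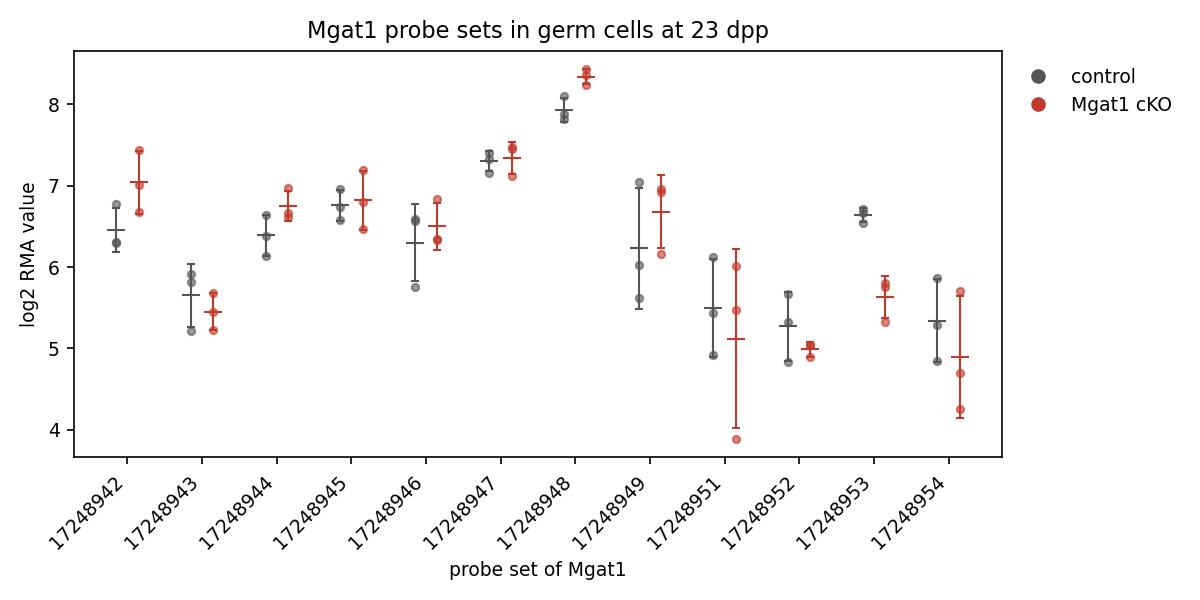
Log2 RMA values of the 12 Mgat1 probe sets (x axis) on the 3 control (grey) and 3 Mgat1 cKO (red) arrays at 23 dpp. Points are arrays, and horizontal bars with whiskers are the mean ± SD of each genotype. The arrays of the genotypes do not overlap in 17248953, with a log2 difference of -1.01, and in 17248948, with a log2 difference of 0.41.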

Affymetrix Expression Console was used to process the .CEL files of the array. .CHP files were generated using the RMA sketch workflow after signal summarization and data normalization. Gene level analysis was further conducted with Affymetrix Transcriptome Analysis Console v2.0 software (TAC). Hierarchical clustering differentiated control and *Mgat1* cKO samples (Fig. 2B). 

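The 3 control and the 3 Mgat1 cKO arrays separated by genotype, and so by RNA pool, over all 23152 genes. The arrays of a genotype are aliquots of 1 pool, so their separation cannot tell genotype from pool. Average linkage on 1 minus Pearson's r placed the arrays of each genotype in a cluster of their own. Across genes, which are not independent replicates, r was 0.996 between control arrays, 0.994 to 0.995 between Mgat1 cKO arrays and 0.979 to 0.980 between arrays of different genotype. The first principal component held 72.9% of the variance between arrays and the next 8.3%. Of the 30 genes labelled for 23 dpp in Fig. 2B, 18 were matched by symbol, and 15 of these rose and 3 fell by over 2-fold (adjusted p under 0.05 from limma). The paper chose these genes on the same arrays, so their directions are not independent evidence. Among those that rose, Cdrt4 went from 5.59 ± 0.22 to 8.76 ± 0.09 (SD, n = 3 arrays each), a log2 difference of 3.18 (SE 0.11, adjusted p = 7.5e-07 from limma). Hsfy2, which encodes a heat shock factor-like protein, differed by 3.16 (SE 0.20, adjusted p = 2.0e-05) and Antxrl by 3.14 (SE 0.08, adjusted p = 2.4e-07). The genes that fell were Gpx5, Defb20 and Defb47.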

Volcano plots representing gene distributions are shown in Supplementary Fig. S4. Genes that were differentially expressed based on ANOVA *p* < 0.05 and FDR *p* < 0.05 were identified. There were 1,643 DEGs in 22 dpp *Mgat1* cKO versus control germ cells, with an absolute fold-change (linear) of <−2 to >+2.0. Of those, 1,400 genes were up-regulated and 243 down-regulated at 22 dpp. At 23 dpp, 784 genes were differentially regulated at <−2 to >+2.0, 771 genes up-regulated, and 13 genes down-regulated in *Mgat1* cKO germ cells. 

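At 23 dpp nearly all large changes were increases in Mgat1 cKO germ cells. Of 23152 genes, 594 changed by over 2-fold at an adjusted p under 0.05 from limma, 586 of them higher and 8 lower in Mgat1 cKO, so that 98.7% were higher. Klk1b7-ps, a kallikrein pseudogene, rose from 4.45 ± 0.13 to 9.31 ± 0.11 (SD, n = 3 arrays each), a log2 difference of 4.86 (SE 0.09) or 29.1-fold. Iqcf3, which encodes a protein with an IQ motif, rose by 4.03 (SE 0.11) or 16.3-fold, and Atp1a4, which encodes the Na,K-ATPase subunit of sperm, by 3.53 (SE 0.09) or 11.6-fold. Log2 differences of the uncharacterized genes 1700009N14Rik, 1700019M22Rik, 1700034E13Rik and 1700020G17Rik were 3.68, 3.59, 3.38 and 3.29. Tbc1d21, which encodes a Rab GTPase-activating protein of sperm, rose by 3.38, and Allc, which encodes allantoicase, by 3.29. With Tnp2 these were the 10 largest rises, and the highest adjusted p among the 9 named here was 2.8e-05. The 8 genes that fell included Gpx5, a glutathione peroxidase secreted by the epididymis, from 6.08 ± 0.25 to 4.34 ± 0.29 (SD, n = 3 arrays each), a log2 difference of -1.74 (SE 0.17, adjusted p = 2.6e-04 from limma). The β-defensin genes Defb47 and Defb20, known from the epididymis, differed by -1.28 (adjusted p = 1.1e-05) and -1.22 (adjusted p = 4.7e-04). H2-T23, a nonclassical class I histocompatibility gene, differed by -1.19, and 1 of its 6 probe sets by -4.47 against 0.40 in the highest. The other genes that fell were the predicted genes Gm15386 (-2.24, from 1 probe set), Gm8159 (-1.26), Gm3373 (-1.11, from 1 probe set, a call lost in 2 of the 6 fits that left out 1 array) and Gm3159 (-1.07, where the median of its 3 probe sets was -0.38). Gm8159, Gm3373 and Gm3159 lie on chromosome 14 with other genes of this kind, and hybridization between copies was not examined. Of 24 genes of the epididymal epithelium, 7 were lower and 0 higher at an adjusted p under 0.05 (7 lower and 2 higher when adjusted over the list alone). The list as a whole did not pass the camera test (median difference -0.05, adjusted p = 0.074). It includes Gpx5, Defb20 and Defb47, which the paper had named from the same arrays. Without them 4 of 21 were lower and 0 higher (median difference -0.02, camera adjusted p = 0.55).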

Many of the DEGs in *Mgat1* cKO germ cells (Supplementary Table S3) are involved in spermatogenesis and later stages of spermiogenesis^12^. 

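Genes that package the spermatid nucleus rose as a group. All 7 listed genes of spermatid nuclear condensation, the transition proteins, protamines and spermatid histones, were higher in Mgat1 cKO germ cells at an adjusted p under 0.05 from limma (7 when adjusted over the list alone), with a median log2 difference of 2.42. H1fnt, the testis linker histone H1t2, rose from 4.78 ± 0.19 to 8.03 ± 0.09 (SD, n = 3 arrays each), a log2 difference of 3.25 (SE 0.10, adjusted p = 4.8e-07). Prm1, protamine 1, rose from 6.73 ± 0.05 to 8.95 ± 0.08 (SE 0.07, adjusted p = 4.2e-07). The list stood apart from other genes in limma's camera test (adjusted p = 6.4e-18, and adjusted p = 0.015 with an estimated correlation). The paper names 4 of the 7 genes in Table S3 or Fig. 2B, and the 3 others alone had a median of 2.22 (adjusted p = 1.4e-07). Of 21 genes that shape the sperm head and form its perinuclear theca, 17 were higher and 0 lower (19 higher when adjusted over the list alone), with a median of 1.68 (camera adjusted p = 1.2e-31, and adjusted p = 4.5e-03 with an estimated correlation). Sun5, which anchors the tail to the sperm head, rose by 3.22 (SE 0.07), and Txndc2, a thioredoxin of spermatids, by 3.22 (SE 0.08). Hook1, which links the manchette to the nuclear envelope, differed by 0.13 (adjusted p = 0.30) and Dpy19l2 by 0.00 (adjusted p = 0.99). The paper had named 5 of these 21, and without them the median was 1.46 (adjusted p = 8.9e-23). Of the 27 genes of Table S3, 26 were measured and 18 of them rose by over 2-fold. Ccin, which encodes calicin of the perinuclear theca, rose by 2.65 (SE 0.11), Lelp1 by 2.75 (SE 0.13), Dnajb7 by 2.62 (SE 0.17) and Hspa1l, a testis heat shock protein, from 4.72 ± 0.03 to 7.12 ± 0.09. Fam154a rose by 2.99, Prss37, a sperm serine protease homolog, by 2.11, Ubqlnl by 1.57 and Spatc1 by 1.55. Smaller differences passed the test without the 2-fold threshold for Ifi204 (-0.83, adjusted p = 0.019, lost in 2 of the 6 fits that left out 1 array), Cd74 (-0.45, adjusted p = 0.010) and Dapp1 (-0.26, adjusted p = 0.047, lost in 5 of them), while Serpina3a (0.37), Snora75 (-0.31), Figf (-0.30), Zfp640 (-0.23) and Apoc2 (-0.06) had adjusted p-values of 0.054 to 0.69.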

Validation of microarray experiments by qRT-PCR was performed on cDNA prepared from germ cell RNA obtained from the individual mice used in microarray experiments (Fig. 2C,D). PCR primers are given in Supplementary Table S4. Microarray data are deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO serial accession number GSE99035.

### Enriched Gene Ontology (GO) analysis

DEGs identified by microarray were subjected to GO analysis, which classified 513 DEGs into three GO categories. The most enriched GO terms that correlated with *Mgat1* cKO DEGs were sperm egg recognition (GO:0035036, Biological Process, enrichment score (ES) 9.41, Bonferroni count (BC) 8,371), lysozyme activity (GO:0003796, Molecular Function, ES 24.17, BC 3,018), and sperm fibrous sheath (GO:0035686, Cellular Component (CC), ES 21.76, BC 1,288). The number of genes present in the 22 dpp dataset for each GO function are shown in Supplementary Fig. S5, with fold-enrichment of input genes over expected.

### Enriched biological pathways by Ingenuity Pathway Analysis (IPA)

Using IPA, relationships between significant DEGs of absolute fold-change ±1.5 with adjusted FDR and ANOVA *p* < 0.05 were examined to determine the most significant canonical pathways and biological networks altered in *Mgat1* cKO germ cells. In 22 dpp germ cells (1,086 genes), the top canonical pathway was connected with sperm motility (Fig. 3A). A comparison of canonical pathways affected in 22 versus 23 dpp germ cells shows them to be similar (Fig. 3A, right panel). The significance value is a measure of the likelihood that genes from the input dataset participate in a pathway or function. Sperm motility was ranked third in the 23 dpp dataset. 

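Genes of the sperm-specific calcium channel and pumps split into a group that rose and a group that did not. Of 15 listed genes of motility channels and pumps, 7 were higher in Mgat1 cKO germ cells and 0 lower at an adjusted p under 0.05 from limma (7 higher and 1 lower when adjusted over the list alone), with a median log2 difference of 0.15. Catsper3, a pore subunit of the CatSper calcium channel of the sperm tail, rose from 5.09 ± 0.16 to 7.60 ± 0.05 (SD, n = 3 arrays each), a log2 difference of 2.51 (SE 0.09, adjusted p = 7.5e-07). Atp1a4, the sodium pump subunit of sperm, was the member with the largest rise. Catsperg2 (-0.17, adjusted p = 0.33) and Slc26a8 (-0.08, adjusted p = 0.55), the members with the highest levels, did not pass the test. The list passed limma's camera test (adjusted p = 9.0e-07, and adjusted p = 0.024 with an estimated correlation), also without Atp1a4, which the paper had named (adjusted p = 3.4e-05). The pathways and knowledge base of IPA were not used here.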

A comparison of biological functions regulated by *Mgat1* cKO at 22 versus 23 dpp is shown in Fig. 3B. The top biological functions in both 22 and 23 dpp *Mgat1* cKO germ cells were Cellular Function and Maintenance, Reproductive System Development, and Function and Embryonic Development (Fig. 3B).

**Figure 3:**
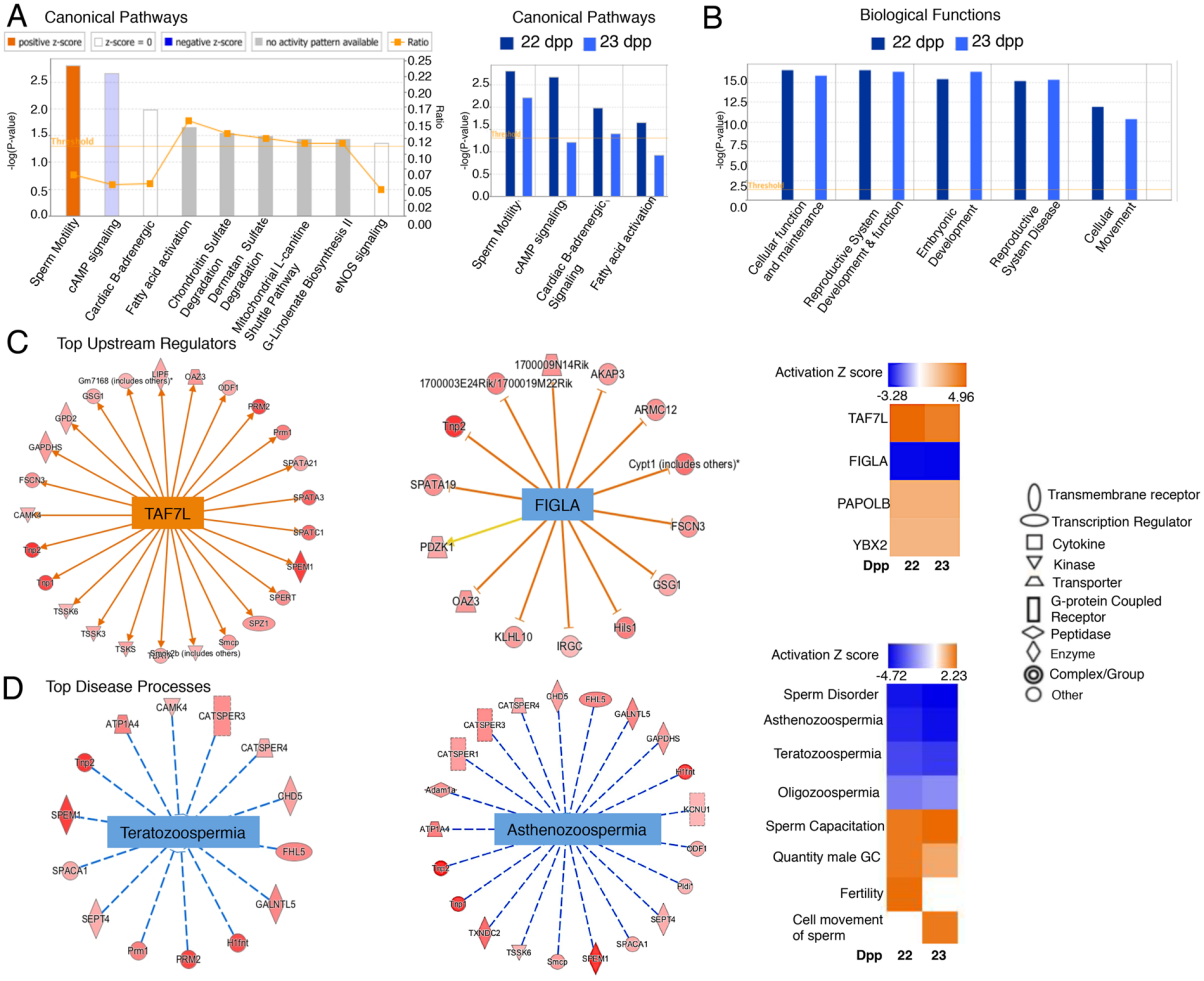
IPA of DEGs in control versus *Mgat1* cKO germ cells. (**A**) Canonical pathways significantly overrepresented in *Mgat1* cKO germ cells compared to control according to their -log *p* value. Colors indicate the activation Z score of processes: activated processes are orange, while inhibited processes are blue. No activity pattern is represented by gray, and no change is denoted by white. Right panel shows comparison analysis of canonical pathways from independent 22 dpp versus 23 dpp mutant germ cells based on *p* value. (**B**) Comparison of biological functions based on *p* value in 22 versus 23 dpp shows Cellular Function and Maintenance and Reproductive System Development and Function as the top hits in both 22 and 23 dpp DEGs. (**C**) IPA upstream regulators of DEGs in control versus *Mgat1* cKO 22 dpp germ cells. Symbols of target proteins or upstream regulators in red indicate a predicted increase or activation. The symbol shapes denote the molecular classes of proteins. Right panel shows the heat map for comparison of upstream regulators at 22 and 23 dpp based on activation Z score. (**D**) IPA downstream effect analysis networks associated with diseases and functions. Z scores for both diseases are negative indicating a reduction in disease. Edges and nodes are color-coded based on the predicted relationship as indicated in the legend. Right panel shows the heat map for comparison of disease conditions at 22 and 23 dpp based on activation Z score.

### Top upstream transcriptional regulators

IPA upstream functional analysis was used to predict the top upstream transcriptional regulators in DEGs of *Mgat1* cKO germ cells at 22 and 23 dpp based on their gene targets. An overlap *p* value was calculated on the basis of significant overlap between genes in the test dataset and target genes regulated by the same regulator in the IPA knowledge base. The activation Z score algorithm was used to make predictions. IPA predicted the top transcriptional regulator activated in the 22 and 23 dpp datasets to be TAF7L (Z score 4.96; overlap *p* value 8.89E-31 for 22 dpp; Z score 4.24, overlap *p* value 6.16E-24 for 23 dpp; Fig. 3C). FIGLA is predicted to be inhibited in both the 22 dpp (Z score −3.22; overlap *p* value 1.56E-12) and 23 dpp datasets (Z score −3.28, *p* 1.17E-11) (Fig. 3C). Target genes of TAF7L were up-regulated in our datasets, and predict activation of this regulator. For FIGLA, the target genes from the input datasets were up-regulated, but the regulator is predicted to inhibit transcription. Comparison analysis for upstream regulators at 22 and 23 dpp showed similar activation Z scores for each of the top regulators at both developmental stages (Fig. 3C, right panel).

We tested whether the expression of TAF7L itself was up-regulated by IHC, qRT-PCR and western blot analyses (Supplementary Fig. S6). TAF7L is expressed in the nucleus or cytoplasm of germ cells, depending on their stage of differentiation^13^. We observed TAF7L in the cytoplasm of spermatocytes at 23 dpp. There was no apparent difference in the intensity of the signal between control and *Mgat1* cKO sections (Supplementary Fig. S6A). By qRT-PCR, TAF7L transcripts in 23 dpp *Mgat1* cKO germ cells were slightly reduced (Supplementary Fig. S6B). However, TAF7L protein levels were similar by western blot analyses of germ cell lysates (Supplementary Fig. S6C). Nevertheless, microarray data showed up-regulation of numerous TAF7L target genes (Fig. 3C), and qRT-PCR data validated several of these genes including *Spert*, *Spem1*, *Prm2*, *Spata3*, *Tnp1*, and *Tnp2* (Figs 2C, 4B). Thus, TAF7L activation leading to up-regulation of target genes appears to be due to factors other than increased expression of TAF7L.

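All 6 of the TAF7L target genes named here rose in the 23 dpp arrays while Taf7l itself did not pass the test. Spert, which encodes a spermatid-associated protein of the flower-like structure, rose from 5.30 ± 0.16 to 8.53 ± 0.12 (SD, n = 3 arrays each), a log2 difference of 3.22 (SE 0.10, adjusted p = 4.0e-07 from limma). Tnp2, transition protein 2, rose from 5.44 ± 0.28 to 8.77 ± 0.11, a difference of 3.33 (SE 0.13, adjusted p = 1.5e-06), and Tnp1, transition protein 1, from 4.87 ± 0.02 to 7.72 ± 0.09, a difference of 2.85 (SE 0.07, adjusted p = 2.4e-07). Spem1, needed to shed the spermatid cytoplasm, rose by 2.56 (SE 0.11, adjusted p = 2.0e-06) and Spata3 by 2.24 (SE 0.10, adjusted p = 2.4e-06). Prm2, protamine 2, started from a higher level, 8.57 ± 0.01, and rose to 10.42 ± 0.01, a difference of 1.84 (SE 0.06, adjusted p = 4.0e-07). Its 3 probe sets ranged from -0.01 to 2.83, with a median of 2.71. Taf7l was 7.46 ± 0.09 in control and 7.34 ± 0.07 in Mgat1 cKO germ cells (SD, n = 3 arrays each), a difference of -0.12 (SE 0.07, adjusted p = 0.35 from limma). The paper named these 6 targets as up-regulated.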

**Figure 4:**
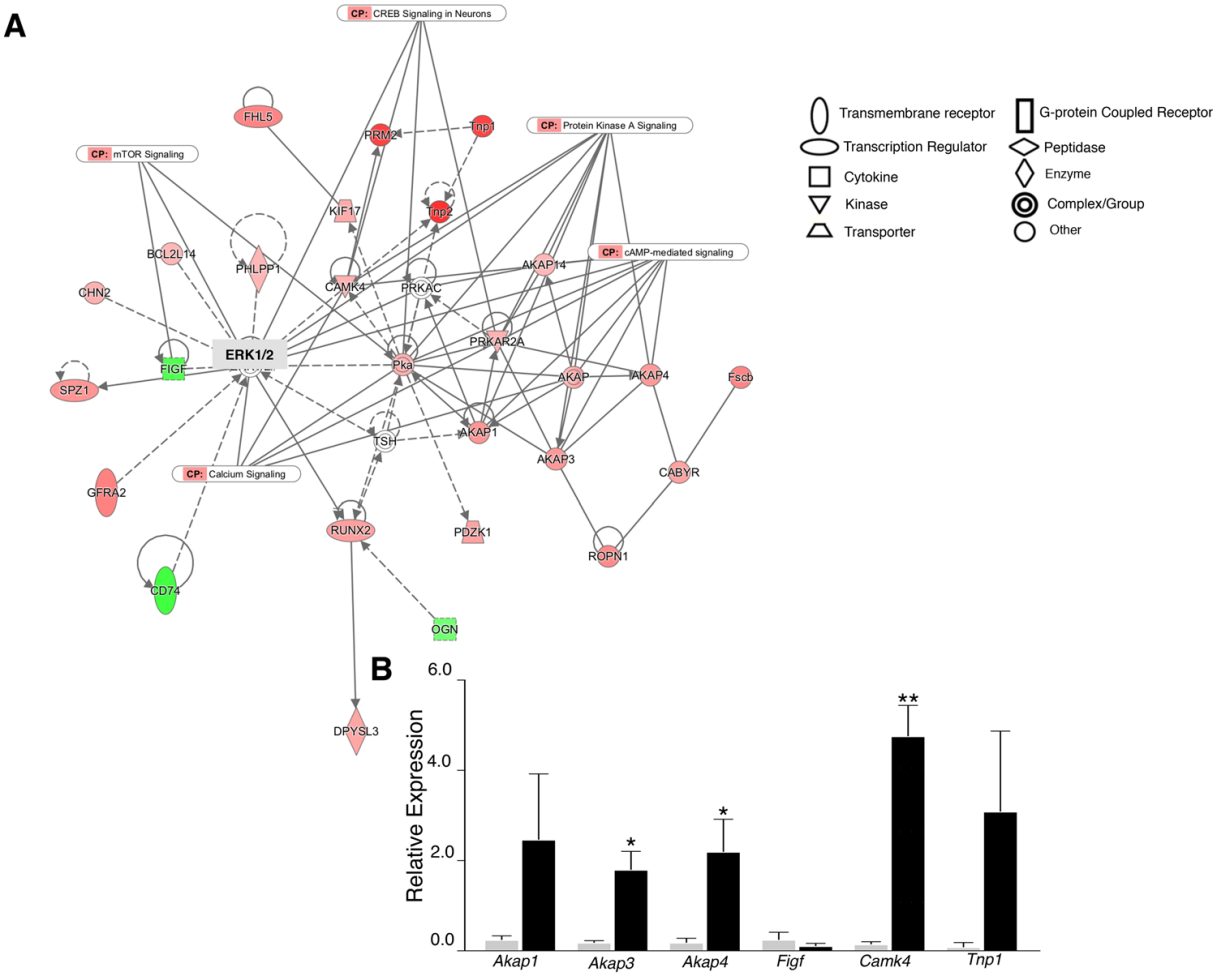
The top network identified by IPA in 22 dpp *Mgat1* cKO germ cells. (**A**) Molecules are represented as nodes (see legend). Nodes in red or green represent up-regulated or down-regulated genes, respectively. (**B**) Validation of Network 1 by qRT-PCR performed in duplicate on germ cell cDNA prepared from 3 mice in each group. Gray bars represent control and black bars represent *Mgat1* cKO germ cells (mean ± SEM; *p < 0.05, **p < 0.01).

### Correlation with disease genes

DEGs of *Mgat1* cKO germ cells were compared by IPA with genes implicated in diseases. Disease categories impacted in 22 and 23 dpp *Mgat1* cKO germ cells include Teratozoospermia and Asthenozoospermia diseases of men. Up-regulated DEGs from the 22 dpp dataset are shown in Fig. 3D. The blue dotted lines indicate the predicted suppression of disease in *Mgat1* cKO germ cells, as up-regulation of spermatogenic and spermiogenic genes is predicted to reduce development of diseases such as Teratozoospermia and Asthenozoospermia. Comparison of heat maps for disease conditions at 22 and 23 dpp shows that sperm disorder, Asthenozoopermia, Teratozoospermia, and Oligoszoospermia, as defined in men with fertility disorders, were reduced, whereas sperm capacitation and quantity of male germ cells were increased (Fig. 3D, right panel). Genes related to fertility were increased relatively more at 22 than 23 dpp, whereas genes related to cell movement of sperm were relatively increased at 23 compared to 22 dpp (Fig. 3D).

### Interaction networks of DEGs

IPA was used to map biological relationships of the *Mgat1* cKO germ cell DEGs into networks based on published literature. At 22 dpp, a 26-gene network with a score of 44 was the most significant. The functions associated with network 1 are cellular development, reproductive system development and function, and cell morphology. 

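Transcripts of the ERK cascade moved little between control and Mgat1 cKO germ cells at 23 dpp. Mapk3, which encodes ERK1, was 10.06 ± 0.04 in control and 10.04 ± 0.05 in Mgat1 cKO germ cells (SD, n = 3 arrays each), a log2 difference of -0.02 (SE 0.06, adjusted p = 0.87 from limma). The list of the cascade also held genes of other MAP kinases, among them Mapk8. Of its 17 measured genes, 0 were higher and 2 lower at an adjusted p under 0.05 (3 lower when adjusted over the list alone). The median difference was -0.11. The lower genes were Sos2, a guanine nucleotide exchange factor for RAS, at -0.31 (SE 0.08, adjusted p = 0.049) and Mapk8 at -0.25 (SE 0.06, adjusted p = 0.050). Mapk8 encodes the kinase JNK1, which is outside the ERK cascade. The call of Mapk8 was lost in all 6 fits that left out 1 array and that of Sos2 in 5. Braf, a RAF kinase, differed by 0.07 (adjusted p = 0.49). The list did not pass limma's camera test (adjusted p = 0.066), and these are transcript levels, which do not measure phosphorylation.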

The central molecule in this network is ERK1/2, but it is not indicated as activated or inhibited, and neither ERK1 nor ERK2 are amongst the DEGs in our datasets. PKA, several AKAPs and CAM kinase 4 genes were predicted to be up-regulated. Spermiogenesis-specific genes that include transition protein 2 (*Tnp2*) and protamine 2 (*Prm2*) were also predicted to be up-regulated (Fig. 4A). Some extracellular matrix genes such as laminin and collagen, indirectly associated with network 1 and not predicted to change, were removed for clarity. The genes in network 1 overlapped with canonical pathways that show a direct or indirect relation with ERK1/2 (Fig. 4A). Five of the up-regulated genes (*Akap1*, *Akap3*, *Akap4*, *Tnp1*, *Camk4*) and 1 down-regulated gene (*Figf*) were validated by qRT-PCR (Fig. 4B). *Camk4* is a protein kinase that phosphorylates protamines^14^. Network 1 from the 23 dpp dataset is associated with activation of TAF7L and YBX2 target genes (not shown). This network had a score of 28 with 16 associated molecules, including genes contributing to cellular development, cellular growth, proliferation and embryonic development. The central molecule in network 1 is TAF7L, and PAPOLB, FIGLA and YBX2 all contribute to the up-regulation of DEGs in the 23 dpp dataset. Additionally, a group of genes involved in metabolism are significantly up-regulated upon loss of *Mgat1*, and likely reflect both metabolic and spermatogenic functions.

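Of the regulators named, only Papolb passed the test in the 23 dpp arrays. Papolb, the testis poly(A) polymerase, was 9.65 ± 0.04 in control and 9.94 ± 0.06 in Mgat1 cKO germ cells (SD, n = 3 arrays each), a log2 difference of 0.29 (SE 0.06, adjusted p = 0.028 from limma), and this call was lost in 5 of the 6 fits that left out 1 array (0.26 to 0.32). Ybx2, which encodes an mRNA-binding protein of germ cells, differed by -0.02 (SE 0.06, adjusted p = 0.84) at a level of 10.89 in control, and Figla, an oocyte transcription factor, by 0.06 (SE 0.06, adjusted p = 0.63) at a level of 4.61. Of 16 listed regulators of transcription and mRNA in round spermatids, 6 were higher and 0 lower at an adjusted p under 0.05 (6 higher when adjusted over the list alone), with a median of 0.07. The largest differences were those of Spz1, a transcription factor of the testis, at 2.65 (SE 0.11) and Fhl5, a coactivator of CREM, at 2.57 (SE 0.06). Crem, the activator of many spermatid genes, differed by 0.14 (adjusted p = 0.20), Piwil1 by -0.06 (adjusted p = 0.60) and Pabpc2 by 0.02 (adjusted p = 0.84). The list passed limma's camera test (adjusted p = 9.8e-06), but not with a correlation estimated from the arrays (adjusted p = 0.073 with an estimated correlation). Target genes in the network of the paper were not analysed here.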

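Some genes for testis isoforms of energy metabolism rose, and others did not pass the test. Of 23 measured genes for testis isoforms of energy metabolism, 12 were higher and 0 lower in Mgat1 cKO germ cells at an adjusted p under 0.05 from limma (13 higher when adjusted over the list alone), with a median log2 difference of 0.30 (camera adjusted p = 7.3e-10, and adjusted p = 0.014 with an estimated correlation). Gapdhs, the glyceraldehyde 3-phosphate dehydrogenase of the sperm tail, rose from 6.45 ± 0.09 to 9.43 ± 0.09 (SD, n = 3 arrays each), a difference of 2.99 (SE 0.08, adjusted p = 2.4e-07). Aldoart1, a sperm aldolase, rose from 5.22 ± 0.18 to 7.19 ± 0.27, a difference of 1.97 (SE 0.14, adjusted p = 4.3e-05). Ldhc, the lactate dehydrogenase of germ cells, differed by -0.06 (adjusted p = 0.58) at a level of 10.43 in control, and Crat by -0.02 (adjusted p = 0.87). Of 25 measured genes of glycolysis and respiration expressed in most cells, 1 was higher and 0 lower (1 when adjusted over the list alone), with a median of -0.10 (camera adjusted p = 0.24). That gene was Tpi1, triosephosphate isomerase, which rose by 0.36 (SE 0.07, adjusted p = 0.016), a call lost in 2 of the 6 fits that left out 1 array. Pfkl differed by -0.26 (adjusted p = 0.11), Uqcrc1 by 0.09 (adjusted p = 0.42) and Atp5b by 0.00 (adjusted p = 0.99).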

### Gene set enrichment analysis (GSEA)

We utilized GSEA to evaluate *Mgat1* cKO DEGs at the level of published, classified gene sets in MSigDB. At 22 dpp, 15 of the 3,658 gene sets in the C2 (curated) gene sets were significantly enriched in *Mgat1* cKO, and 1975 were significantly enriched in control germ cells (FDR < 0.25). The most significant C2 gene sets were Matzuk spermatid differentiation and Matzuk spermatozoa formation, and the top C5 (GO) gene set was gamete generation (Fig. 5). Genes involved in spermiogenesis, or expressed in the later stages of spermatogenesis (*Tnp1*, *Tnp2*, *Prm1*, *Crem*, *Cadm1*, *Ybx2*), are among the top up-regulated genes (Fig. 5D‒F; stars). GSEA of 23 dpp *Mgat1* cKO germ cell DEGs identified 6 of the C2 gene sets were significantly enriched (FDR < 0.25) in *Mgat1* cKO germ cells. Top C2 gene sets were Matzuk spermatozoa (NES 2.14) and Matzuk spermatid differentiation (NES 1.99), and top C5 gene set was gamete generation (NES 2.0), similar to 22 dpp germ cells. Thus, germ cells lacking *Mgat1* exhibit premature expression of genes that promote spermatogenesis and spermiogenesis.

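Genes of late spermatid structures rose together in Mgat1 cKO germ cells at 23 dpp, whereas markers of spermatocytes and spermatogonia did not. Of 22 genes of the fibrous sheath, outer dense fibers and sperm mitochondria, 17 were higher and 0 lower at an adjusted p under 0.05 from limma (20 higher when adjusted over the list alone), with a median log2 difference of 1.84. The paper had named Akap3, Akap4 and Spem1 of these genes. Smcp, the selenoprotein-like protein of the mitochondrial capsule, rose from 6.42 ± 0.17 to 9.67 ± 0.03 (SD, n = 3 arrays each), a difference of 3.25 (SE 0.09, adjusted p = 2.9e-07), and Spata19, a protein of sperm mitochondria, by 3.22. Akap3 and Akap4, the PKA anchors of the fibrous sheath, rose by 2.24 (SE 0.07) and 2.23 (SE 0.09). Ropn1l (0.07, adjusted p = 0.58) and Spa17 (0.17, adjusted p = 0.14), the members with the highest levels, did not pass the test. Of 20 genes of the acrosome, 14 were higher and 0 lower (17 higher when adjusted over the list alone; median 1.14), with Tmco2 at 3.22 (SE 0.10), Spam1, the sperm hyaluronidase, at 2.55 (SE 0.07) and Acr, the protease acrosin, at 0.21 (adjusted p = 0.078). Among 5 lysozyme-like genes of the acrosome, 5 were higher (5 when adjusted over the list alone; median 1.29), with Lyzl6 at 2.53 and Lyzl1 at 2.00. Of 19 genes of sperm-egg recognition, 10 were higher and 0 lower (11 higher when adjusted over the list alone; median 0.51), with 4930479M11Rik, now named Pmis2, at 2.24, and Adam3 (0.07, adjusted p = 0.54) and Clgn (-0.04, adjusted p = 0.74) not past the test. Of 15 testis-specific kinases and phosphatases of spermatids, 9 were higher and 0 lower (11 higher when adjusted over the list alone; median 1.01), with Tssk2 at 2.25, Tssk3 at 2.11 and Ppp1cc at -0.05 (adjusted p = 0.72). Of 12 measured X- and Y-linked multicopy genes of spermatids, 9 were higher and 0 lower (11 higher when adjusted over the list alone; median 1.14), with Rbm31y at 2.24, Cypt12 at 2.08 and Ssty2 at 0.61, and Sly from 7.11 ± 0.22 to 8.32 ± 0.02, where hybridization between copies of these genes was not examined. These 6 lists had camera adjusted p-values of 1.2e-31, 1.3e-23, 9.4e-11, 1.7e-14, 3.2e-14 and 1.4e-12 in the order given. All 6 kept an adjusted p under 0.05 with an estimated correlation (highest 0.017). The lists are not independent, since 4 of the 5 lysozyme-like and 6 of the 19 sperm-egg recognition genes are also in other lists.
@@ Of 28 meiotic genes of spermatocytes, 1 was higher and 0 lower (2 higher and 2 lower when adjusted over the list alone), with a median of -0.10 (camera adjusted p = 0.25). Mael (0.06, adjusted p = 0.62), Stag3 (-0.03, adjusted p = 0.81) and Sycp3 (-0.29, adjusted p = 0.11) did not pass the test, and the gene that did was Rec8, a meiotic cohesin, at 0.95 (SE 0.09, adjusted p = 2.1e-04). Of 24 spermatogonial genes, 0 were higher or lower with limma (0 when adjusted over the list alone, and 0 higher and 7 lower at an unadjusted p under 0.05), with a median of -0.12 (camera adjusted p = 0.051), and Dmrtb1, Taf4b, Neurog3 and Nanos2 differed by 0.07, -0.21, -0.27 and -0.29. Cadm1, an adhesion molecule that the paper names in its 22 dpp analysis, differed by 0.02 (adjusted p = 0.91). From the gene sets of spermatid differentiation and gamete generation enriched in Mgat1 cKO germ cells at both ages, the paper concludes that these genes are expressed prematurely when Mgat1 is lacking.

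**Figure D2:**
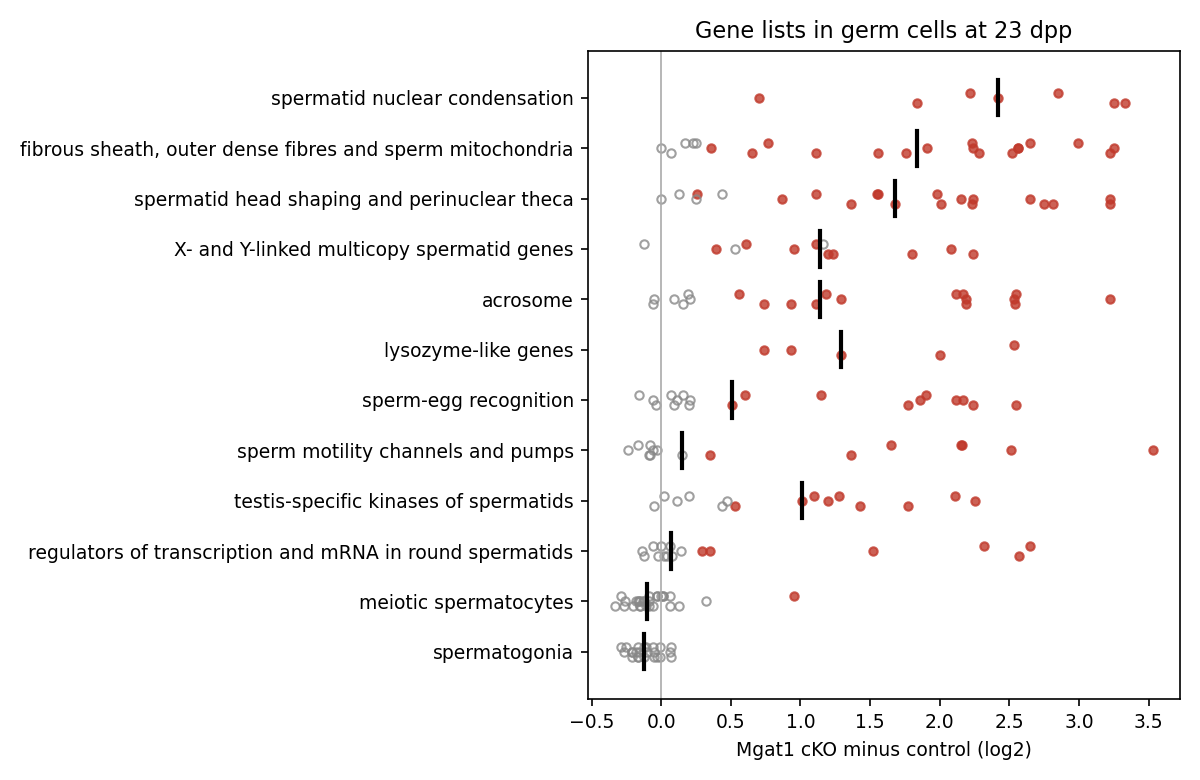
Log2 difference between Mgat1 cKO and control germ cells at 23 dpp (x axis) for each measured member of 12 gene lists (y axis). Each point is the mean of 3 arrays against the mean of 3, filled where the adjusted p from limma was under 0.05, and black bars are list medians. Medians run from 2.42 for spermatid nuclear condensation to -0.12 for spermatogonia.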

**Figure 5:**
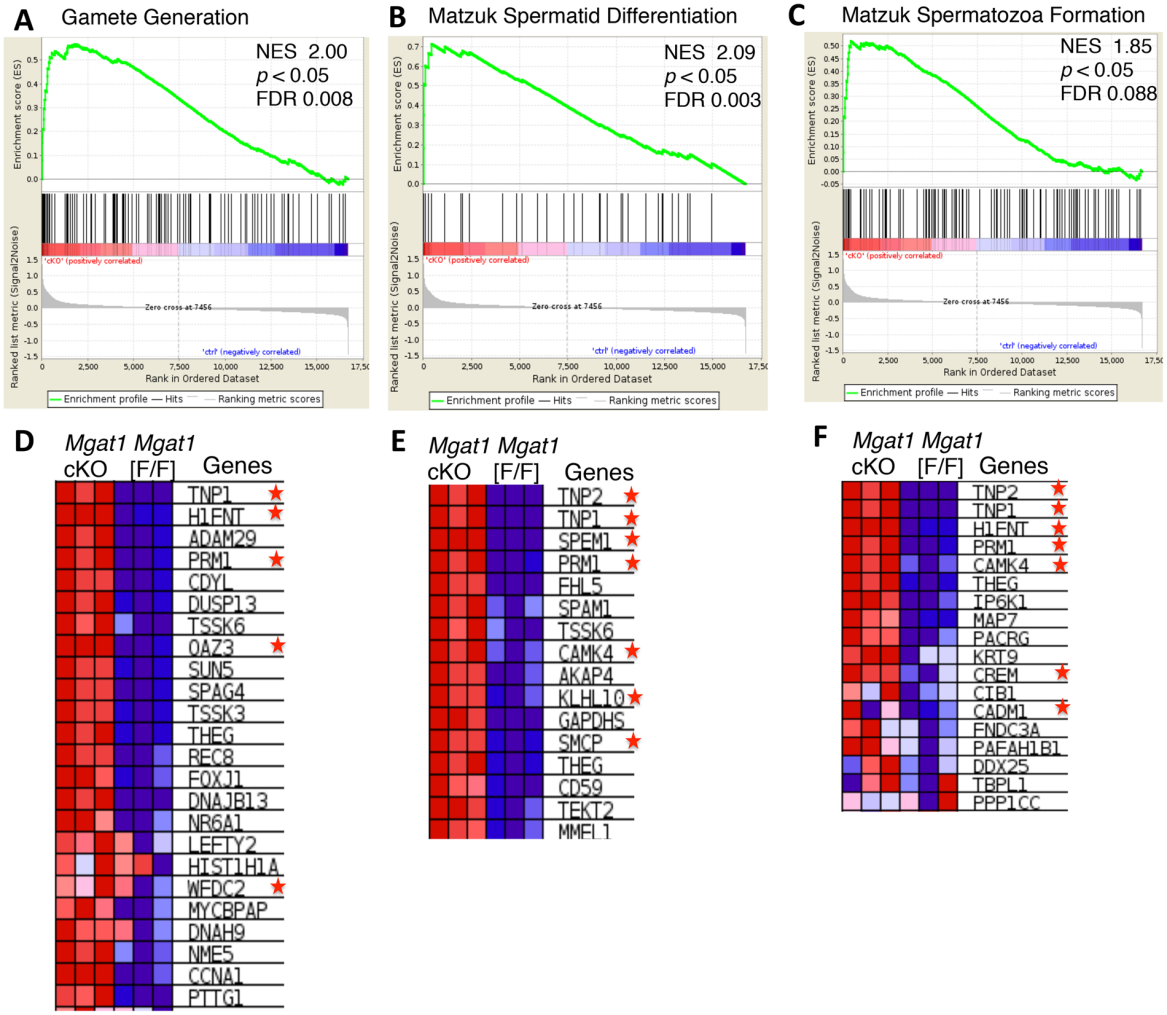
Gene set enrichment analysis (GSEA) of microarray data in 22 dpp* Mgat1* cKO germ cells. GSEA enrichment plots of three gene clusters that are enriched in *Mgat1* cKO germ cells were (**A**) Gamete Generation, (**B**) Matzuk Spermatid Differentiation, and (**C**) Matzuk Spermatozoa Formation. Heat map of positively-enriched genes in *Mgat1* cKO germ cells compared to control for (**D**) gamete generation (**E**) Matzuk spermatid differentiation and (**F**) Matzuk spermatozoa formation. *Genes involved in spermiogenesis that are up-regulated prematurely in *Mgat1* cKO males at 22 dpp.

For 22 dpp control germ cells, the most significant C2 gene set relationships (FDR < 0.1) were Iglesias_E2F_targets_UP (NES −2.44), Nagashima_EGF Signaling_UP (NES −2.31), and for C5 gene sets were RNA processing (NES −2.00), RNA splicing (NES −2.00), mRNA processing (NES −1.92), and RNA binding (NES −1.77). At 23 dpp, the top gene sets enriched for control germ cells in the C2 curated set were PID_Integrin1 pathway (NES −2.19), Hernandez_Mitotic arrest_by_Docetaxel_1_UP (NES −2.08) and PID_Integrin3 pathway (NES −2.06). 

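Integrin transcripts moved little at 23 dpp, and few passed the test. Of 18 integrin genes, 1 was higher and 1 lower in Mgat1 cKO germ cells at an adjusted p under 0.05 from limma (1 and 1 when adjusted over the list alone), with a median log2 difference of -0.11. Itga1, the α1 subunit of a collagen receptor, rose from 6.94 ± 0.08 to 7.38 ± 0.13 (SD, n = 3 arrays each), a difference of 0.43 (SE 0.08, adjusted p = 0.017), a call lost in 4 of the 6 fits that left out 1 array. Itga2, the α2 subunit of another collagen receptor, fell from 6.31 ± 0.05 to 5.87 ± 0.09, a difference of -0.44 (SE 0.07, adjusted p = 5.5e-03), with 1 of its 24 probe sets at -2.02 and a median probe set at -0.28. Itgb1, the β1 subunit shared by many integrins, differed by -0.11 (adjusted p = 0.37) and Itgb5 by -0.15 (adjusted p = 0.27). The list did not pass limma's camera test (adjusted p = 0.086), against a median of -0.053 over all genes. The curated gene sets of MSigDB were not used here.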

For C5 gene sets, enrichment in 23 dpp control germ cells was seen for Extracellular Matrix (NES −1.95), Regulation of MAP KINASE ACTIVITY (NES −1.94) and Transmembrane Receptor Protein Kinase Activity (NES −1.77). 

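Extracellular matrix genes were lower as a group in Mgat1 cKO germ cells, by small amounts, and markers of peritubular and stromal cells were lower with them. Of 39 measured matrix genes, 12 were lower and 0 higher at an adjusted p under 0.05 from limma (27 lower and 1 higher when adjusted over the list alone), with a median log2 difference of -0.21. Eln, which encodes elastin, fell from 7.97 ± 0.10 to 7.50 ± 0.09 (SD, n = 3 arrays each), a difference of -0.47 (SE 0.08, adjusted p = 7.1e-03), and Col1a1, a collagen I chain, by 0.42 on the log2 scale (SE 0.06, adjusted p = 2.8e-03). Sparc (-0.20, adjusted p = 0.16) and Bgn (-0.14, adjusted p = 0.21), the members with the highest levels, did not pass the test. The list passed limma's camera test (adjusted p = 8.5e-08, and adjusted p = 0.035 with an estimated correlation). Of 15 markers of peritubular and stromal cells, which produce matrix, 3 were lower and 0 higher (9 lower when adjusted over the list alone), with a median of -0.22 (camera adjusted p = 1.5e-04, and adjusted p = 0.032 with an estimated correlation). Of 38 receptor kinase genes, 3 were lower and 0 higher (6 lower when adjusted over the list alone), with a median of -0.11. Fgfr2, a receptor for fibroblast growth factors, fell from 6.78 ± 0.13 to 6.23 ± 0.17, a difference of -0.55 (SE 0.11, adjusted p = 0.016, lost in 2 of the 6 fits that left out 1 array), while Axl (-0.14, adjusted p = 0.20) and Bmpr2 (-0.11, adjusted p = 0.38) did not pass the test. The camera test of the receptor kinases (adjusted p = 9.9e-03) was not past the threshold with a correlation estimated from the arrays (adjusted p = 0.063 with an estimated correlation). Without 1 array at a time, 18 to 25 members over all lists were lower, against 43 with all arrays. Lists also passed the camera test when the arrays were split across the genotypes, though part of the difference between the pools remains in such splits.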

The 22 and 23 dpp control germ cell gene set relationships determined by GSEA, though differing in certain specifics, were both related to cellular signaling.

### Signaling through ERK1/2 is reduced in *Mgat1* cKO germ cells

GSEA analysis showed that one of the most significant oncogenic signatures (C6) is PDGF ERK (FDR < 0.001), which was enriched in control versus *Mgat1* cKO germ cells at 22 dpp (Fig. 6A). The heat map shows core enrichment genes that affect the pathway that were up-regulated in control germ cells, including PDGFRA, which regulates ERK1/2 signaling (Fig. 6B). Microarray data and qRT-PCR identified PDGFRA as well as EGFR as down-regulated genes in *Mgat1* cKO germ cells at 22 and 23 dpp (Fig. 2D). 

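Pdgfra and Egfr were lower in the Mgat1 cKO arrays at 23 dpp by less than 1.5-fold. Pdgfra, a receptor for platelet-derived growth factor that is also a marker of peritubular and stromal cells, was 8.84 ± 0.10 in control and 8.52 ± 0.06 in Mgat1 cKO germ cells (SD, n = 3 arrays each), a log2 difference of -0.32 (SE 0.07, adjusted p = 0.036 from limma). The call of Pdgfra was lost in 5 of the 6 fits that left out 1 array, with differences of -0.37 to -0.27. Egfr, the epidermal growth factor receptor, was 6.91 ± 0.10 and 6.60 ± 0.13, a difference of -0.32 (SE 0.09), which did not pass the test (adjusted p = 0.071). Every Mgat1 cKO array lay below every control array for both genes (exact permutation test, p = 0.10, the smallest that 3 arrays against 3 allow). The same held for 4652 of all 23152 genes, so it does not set these receptors apart. Igf1, another marker of those cells, fell by 0.34 on the log2 scale (adjusted p = 0.022 from limma), a call also lost in 5 of those fits. The qRT-PCR values of individual mice in Fig. 2D come from another assay, and 22 dpp arrays were not analysed here.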

Consistent with this, western blot analysis showed that at 22 dpp, pERK1/ERK1 and pERK2/ERK2 levels were markedly reduced in *Mgat1* cKO germ cells compared to controls. However, pAKT/AKT levels were not significantly altered by the loss of *Mgat1* (Fig. 6C,D; Supplemental Fig. S7).

**Figure 6:**
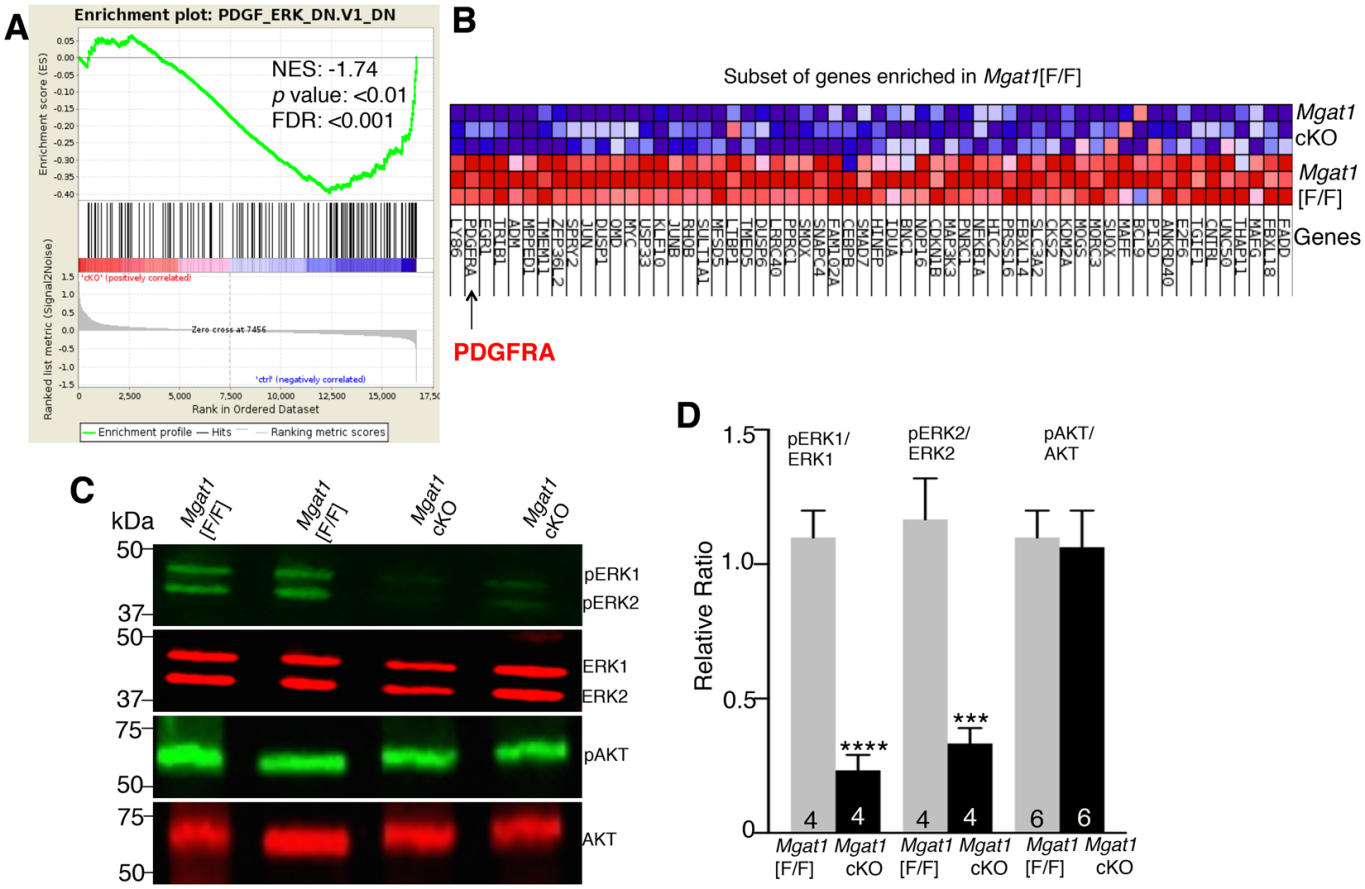
Signaling pathways in *Mgat1* cKO germ cells at 22 dpp. (**A**) GSEA analysis showing enrichment of a PDGF_ERK signature in control germ cells. (**B**) Heat map shows the cluster of DEGs in the PDGF_ERK signaling pathway positively-enriched in control versus *Mgat1* cKO germ cells. Arrow identifies PDGFRA as down-regulated in *Mgat1* cKO germ cells. **(C)** Western blot analysis of phosphorylated and unphosphorylated ERK1, ERK2 and AKT in germ cells of *Mgat1* cKO compared to control. The gels from which these data were obtained are shown in Supplementary Fig. S7. (**D**) Histogram of 2–3 independent experiments analyzed in 4–6 gels is shown (mean ± SEM; ***p < 0.005, ****p < 0.001).

### Basigin signaling is reduced in *Mgat1-*null Lec1 CHO cells

Basigin is a germ cell glycoprotein with complex N-glycans, and the efficient deletion of *Mgat1* in spermatogonia generates basigin with oligomannosyl N-glycans^3^ (Fig. 2A). Deletion of basigin causes the complete loss of *Griffonia simplicifolia* II (GSA) lectin binding to germ cells^10^, suggesting that basigin is a major carrier of germ cell complex N-glycans. Thus, the phenotype of *Mgat1* cKO males may arise, in part, from functional defects in signaling by basigin carrying oligomannosyl, rather than complex, N-glycans. To investigate this hypothesis, we examined ERK signaling induced by mouse basigin in Chinese hamster ovary (CHO) cells that express complex N-glycans, compared to Lec1 *Mgat1*-null CHO mutant cells. The Lec1 CHO mutant^5^ is a cell-based model for *Mgat1* cKO germ cells that lacks MGAT1 activity and expresses only oligomannosyl N-glycans on glycoproteins^6^. We also investigated the expression of connexin 43 (Cx43), a component of the blood-testis-barrier (BTB). The BTB is altered in basigin-null testes^10^.

Cx43 immunoreactivity was observed along the basal compartment of seminiferous tubules between spermatogonia and spermatocytes of 28 dpp control and *Mgat1* cKO testis sections, in a pattern typical of BTB proteins (Fig. 7). Immunoreactivity was scored blindly as high (score 3), medium (score 2), or low (score 1). There was a significant reduction in score 2 and score 3 staining in *Mgat1* cKO sections, suggesting that the BTB may be compromised in *Mgat1* cKO testis.

**Figure 7:**
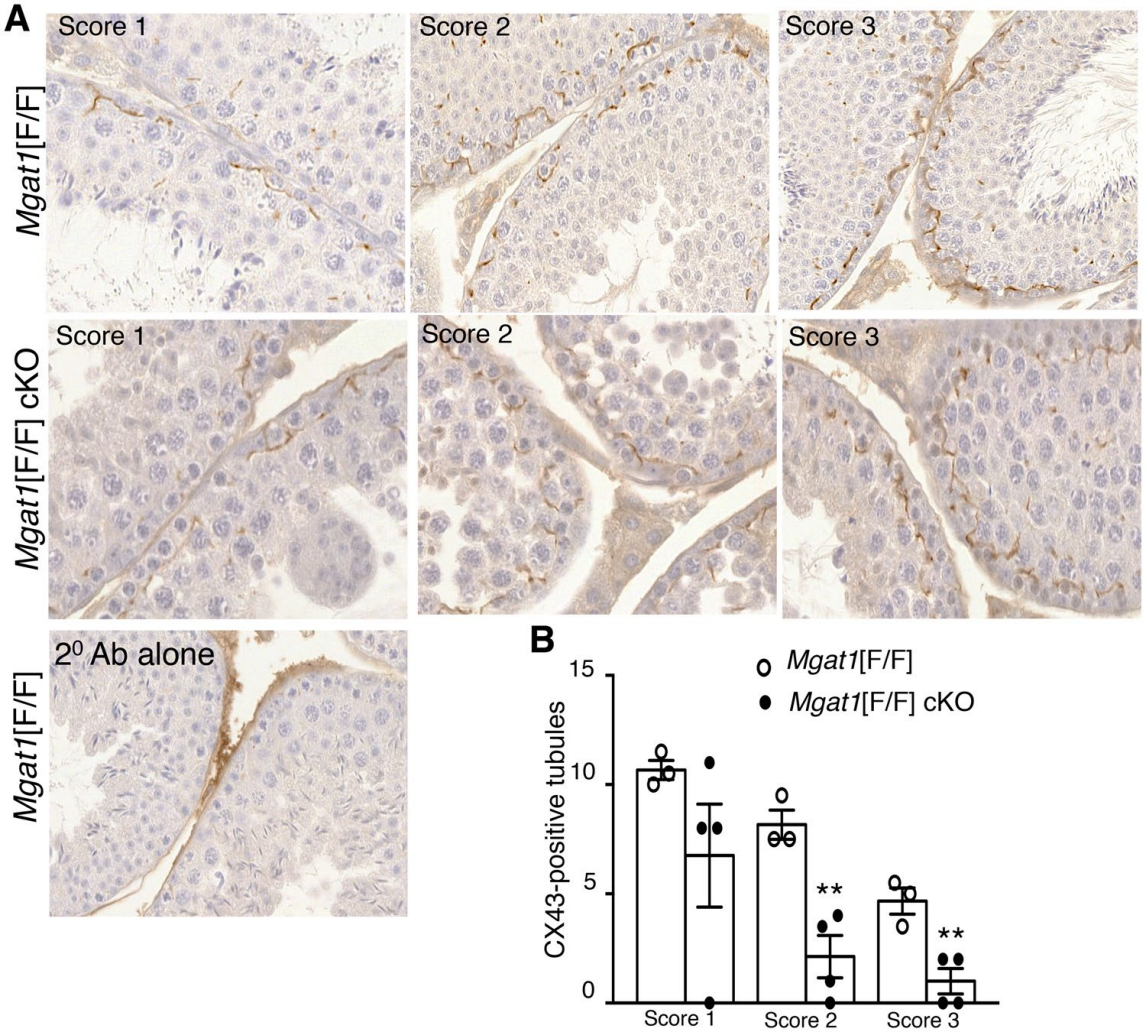
CX43 in 28 dpp control and *Mgat1* cKO testes. (**A**) IHC of CX43 expressed in 28 dpp control and *Mgat1* cKO testis sections were scored blindly as score 1, score 2, or score 3 to reflect poor, medium or high staining, respectively. (**B**) Scores from 90 CX43-positive tubules were counted per genotype. Mean ± SEM, **p < 0.01.

There are numerous ligands for basigin (including basigin itself and the soluble extracellular domain of basigin), that induce ERK1/2 phosphorylation^15^. To determine if the nature of the N-glycans on basigin could affect basigin signaling, CHO and Lec1 cells were co-transfected with a mouse basigin cDNA, and a plasmid encoding neomycin resistance. G418-resistant transfectants were sorted for high expression of basigin on the cell surface (Fig. 8A,B). Sorted populations of CHO and Lec1 cells expressing equivalent amounts of cell surface basigin, were serum-starved for 24 hr, and medium was replaced with serum-free medium with and without potential ligands, including cyclophilin A (CypA 100, 250 or 500 ng/ml), or 10% fetal calf serum, or 10 μg/ml anti-basigin Ab. After incubation for 15 min at 37 °C, cells were washed and lysates prepared for western blot analysis. Surprisingly, the inclusion of CypA, FCS or anti-basigin Ab in serum-free medium did not consistently stimulate signaling in CHO or Lec1 basigin transfectants (Supplementary Fig. S8 and not shown). By contrast, activation of ERK1/2 was observed in CHO cells expressing basigin (CHO + Bsg) compared to control CHO cells (CHO) after incubation in serum-free medium alone (Fig. 8C,D; supplemental Fig. S9). The “ligand” in this case may be homomeric interactions between basigin on adjacent cells^15^. Lec1 cells exhibited somewhat higher pERK1/2 levels compared to the CHO cells from which they were derived^5^. However, in contrast to CHO + Bsg cells, signaling was not further stimulated by the presence of basigin in Lec1 + Bsg cells (Fig. 8E,D). A significant difference between CHO and Lec1 cells expressing basigin was apparent when the ratios of CHO + Bsg/CHO and Lec1 + Bsg/Lec1 were compared for ERK1/2 (Fig. 8D). Thus, the combined data are consistent with the hypothesis that basigin carrying oligomannosyl N-glycans signals less well than basigin carrying complex N-glycans.

**Figure 8:**
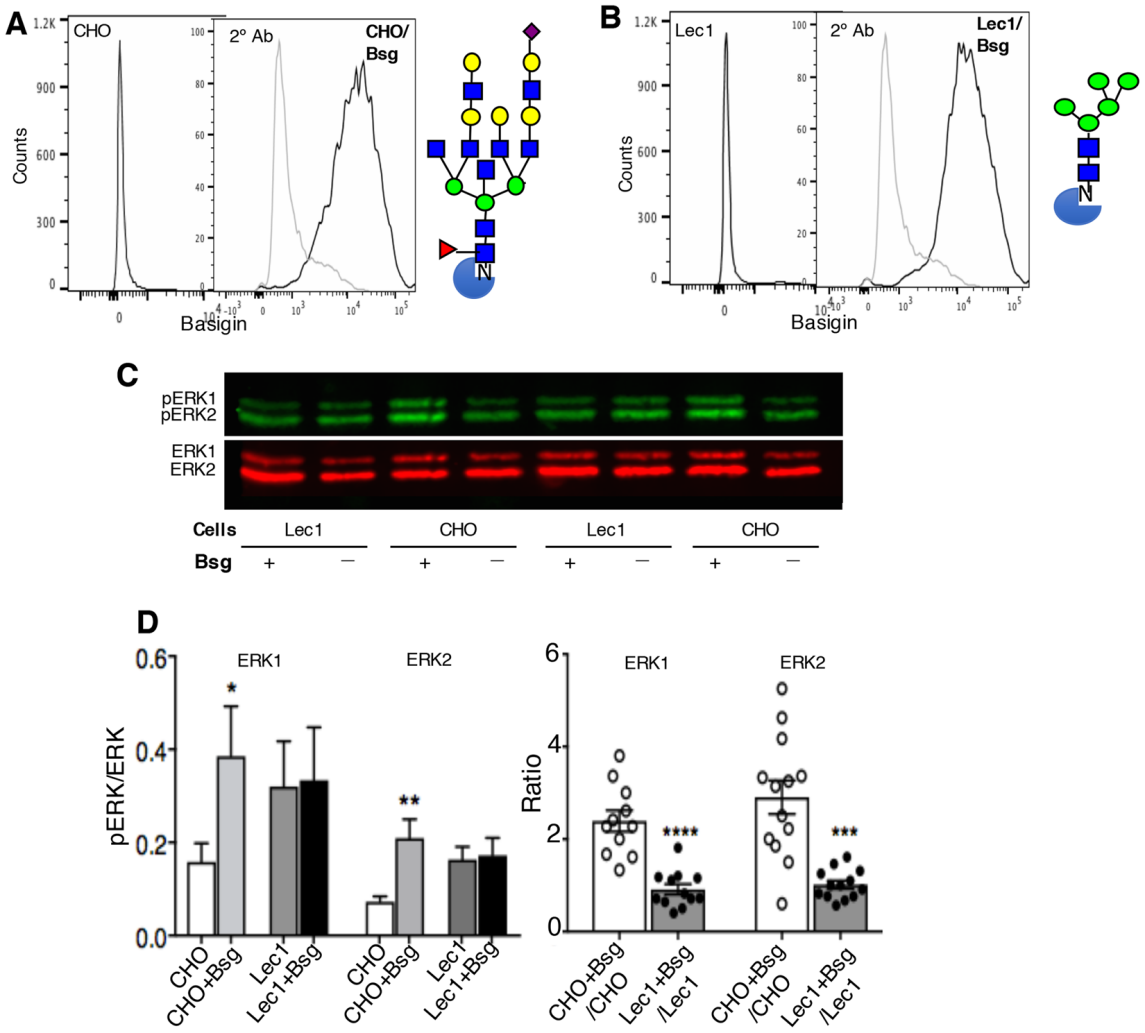
Basigin signaling is reduced in Lec1 CHO cells, a model for *Mgat1* cKO germ cells. Flow cytometry profiles of CHO wild type (**A**) and Lec1 mutant (**B**) CHO cells and basigin transfectants. Also shown is a complex N-glycan typical of CHO cells and the oligomannosyl N-glycan substrate of MGAT1 that accumulates on glycoproteins of Lec1 CHO cells. Blue square, GlcNAc; green circle, Man; yellow circle, Gal; red triangle, fucose; purple diamond, sialic acid. (**C**) CHO wild type, Lec1 and basigin transfectant lysates following 24 hr serum starvation and a 15 min incubation in serum-free medium were analyzed by western blotting using ERK Abs as shown. The gels from which these data were obtained are shown in Supplementary Fig. S9. (**D**) The pERK1/ERK1 and pERK2/ERK2 values for CHO, Lec1 and respective basigin transfectants (left panel), and the ratio of these values in basigin expressing versus non-basigin expressing CHO and Lec1 cells (right panel). Data are mean ± SEM from 9–13 gels of lysates run in 6 independent experiments. *p < 0.05 in (**D**) left panel is based on a one-tailed, unpaired Student’s t test with Welch’s correction; in (**E**, left panel) significance is based on the non-parametric, two-tailed Wilcoxon matched-pairs signed rank test; in (**E**) right panel it is based on the unpaired, two-tailed Student’s t test with Welch’s correction. **p < 0.01, ***p < 0.005 and ****p < 0.001.

## Discussion

In this paper we investigated mechanisms that lead to defective spermatogenesis in *Mgat1* cKO males following *Mgat1* deletion in spermatogonia at 3 dpp. Morphological changes began to appear at 24–25 dpp in a small proportion of mutant tubules. About 14% of tubules showed spermatid MNC by 28 dpp. Sertoli cell, spermatogonia and spermatocyte numbers per round tubule were unaffected in *Mgat1* cKO testes at the same stage. To obtain insights into early events that might be the basis of defective spermatogenesis in *Mgat1* cKO males, we interrogated gene expression changes in morphologically normal *Mgat1* cKO germ cells from 22 and 23 dpp males. Surprisingly, we discovered that many genes involved in later stages of spermatogenesis and spermiogenesis were up-regulated in 22 and 23 dpp *Mgat1* cKO germ cells. The majority of up-regulated genes (>85%) encode transcripts that promote spermatogenesis. Therefore, the loss of *Mgat1* in spermatogonia at 3 dpp leads to mutant germ cells at 22 and 23 dpp in which genes normally turned on much later in spermatogenesis, are prematurely up-regulated.

To gain insights into the repertoire of genes connected with functions of MGAT1 in germ cells, we applied molecular network analyses using IPA, GO and GSEA. IPA identified sperm motility as the top canonical pathway with a positive activation Z score, and cAMP signaling as the top canonical pathway with a negative activation Z score. Top biological functions in both 22 and 23 dpp *Mgat1* cKO germ cells were cellular function and maintenance, and reproductive system. Top upstream regulators were TAF7L and FIGLA. *Taf7l null* males have a post-meiotic block in spermiogenesis and are sterile^16^. This block occurs beyond the stage at which spermatogenesis is disrupted in *Mgat1* cKO males. FIGLA functions in oocytes to suppress male germ cell genes involved in spermatogenesis and spermiogenesis^17^. YBX2/MSY2 is a germ cell specific RNA and DNA binding protein of the cytoplasm, most highly expressed in round spermatids during spermatogenesis. Deletion of *Ybx2/Msy2* leads to incomplete nuclear condensation in spermatids, and a block in spermatogenesis^18,19^. The poly(A) polymerase PAPOLB/TRAP polyadenylates a subset of transcription factors and other mRNAs in the cytoplasm. It is expressed in round spermatids and is required for spermatogenesis^20^. Top disease processes Teratozoospermia and Asthenozoospermia were identified as being inhibited. This suggests that the spermatogenesis-specific genes up-regulated in *Mgat1* cKO germ cells normally guard against the development of both these fertility diseases in men. Consistent with this interpretation, GSEA analysis revealed gene enrichment in *Mgat1* cKO germ cells overlapping most significantly with gamete generation, Matzuk spermatid differentiation and Matzuk spermatozoa formation. In summary, the complement of genes up-regulated in 22 and 23 dpp *Mgat1* cKO germ cells suggest that germ cells that lack *Mgat1* are attempting to differentiate prematurely by up-regulating genes involved in spermatogenesis and spermiogenesis. This means that MGAT1 and complex N-glycans on germ cell glycoproteins function during normal spermatogenesis to control differentiation by retarding the expression of genes early in spermatogenesis that are required for later stages of spermatogenesis and spermiogenesis.

The mechanism(s) by which MGAT1 and complex N-glycans on glycoproteins regulate gene expression must necessarily be indirect. It is well established in cell-based experiments that loss or reduced branching of complex N-glycans leads to reduced cell surface residence time of glycoprotein receptors due to the weakening of their interactions with a galectin lattice^21–23^. On this basis it would be predicted that growth factor signaling should be reduced in *Mgat1* cKO germ cells. In fact, our microarray and qRT-PCR data showed that transcripts of both the EGF and PDGF receptors (*Egfr* and *Pdgfra*) were markedly reduced in *Mgat1* cKO germ cells, and the top IPA network identified ERK1/2 as regulating numerous genes in *Mgat1* cKO germ cells. Thus, on several counts, we predicted that growth factor signaling should be reduced in *Mgat1* cKO germ cells. Western blot analysis showed that pERK1/2 levels were indeed markedly reduced in *Mgat1* cKO germ cells. The MAP kinase pathway that leads to ERK1/2 activation is active in spermatogonia and primary spermatocytes and diminished in pachytene spermatocytes^24–26^. Interestingly, pAKT levels were not reduced, consistent with the fact that the block in spermatogenesis in *Mgat1* cKO males is distinct from that in males lacking AKT which is essential for survival and proliferation of pre- and post-meiotic cells^27^. When signaling via basigin was investigated in CHO versus Lec1 cells that lack *Mgat1*, pERK1/2 levels were enhanced by the presence of basigin in CHO but not Lec1 cells. Basigin is a substrate of MGAT1^3^, and is a major carrier of complex N-glycans of germ cell glycoproteins^10^. Basigin has potential ligands in testis that might lead to activation of ERK1/2 in germ cells^15^ including basigin itself and soluble basigin extracellular domain^28^. Importantly, the spermatogenesis defect in basigin-null males is similar to that in *Mgat1* cKO males^10^. The combined data suggest that defective signaling via ERK1/2 due to the loss of complex N-glycans on basigin leads, along with other factors that reduce ERK1/2 signaling in *Mgat1* cKO germ cells, to the block in spermatogenesis in germ cells lacking *Mgat1*. Testing this hypothesis forms the basis of future experiments in males conditionally lacking basigin in germ cells, and related mouse models.

## Methods

### Animals

*Mgat1*[F/F]:Stra8-iCre (mutant) and *Mgat1*[F/F] (control) mice were generated as described^3^. Mice were genotyped by PCR of tail genomic DNA or germ cell DNA as described^3,11^. All mice were bred within the Institute for Animal Studies. The Albert Einstein Animal Institute Committee approved experimental protocols. All methods were performed in accordance with the relevant guidelines and regulations. Mice were sacrificed by carbon dioxide asphyxiation and cervical dislocation. Testes were dissected free of surrounding tissue and weighed.

### Antibodies

Antibodies were rabbit SOX9 pAb (#sc20095, Santa Cruz Biotechnology, Inc., Dallas, TX, USA); rabbit SYCP3 pAb (#NB300–230, Novus Biologicals, Littleton, CO, USA); mouse PCNA mAb PC10 (#P8825, Sigma Aldrich, St. Louis, Mo, USA); rat anti-mouse basigin mAb OX114 (#B3663, LSBio, Inc., Seattle, WA, USA,); mouse connexin 43 mAb CX-1B1 (#13–8300, Invitrogen Corp, Camarillo, CA, USA); rabbit ERK1/2 mAb C33E10, (#3192), mouse pERK1/2 mAb L34F12 (#4696), mouse AKT mAb 40D4 (#2920) and rabbit pAKT mAb D9E (#4060) were from Cell Signaling Technology, Danvers, MA, USA; horse radish peroxidase(HRP)-conjugated goat anti-rabbit IgG (#65–6120, Invitrogen Corp) and goat anti-rat IgG (#112–005–003, Jackson Immunoresearch Laboratories, Inc., West Grove, PA, USA); LI-COR fluorescent secondary Abs (#P/N 925–32211, goat anti-rabbit IgG IRDye 800CW; #P/N 925–6802, goat anti-mouse IgG IRDye 680LT; LI-COR Biotechnology, Lincoln, NE, USA); and biotinylated goat anti-mouse IgG (#BA-9200).

### Histology and Immunohistochemistry

Testes from 15–28 dpp males were fixed in Bouin’s fixative (#100503–962, Electron Microscopic Sciences, Radnor, PA, USA) for 48 hr at room temperature (RT) and processed by the Einstein Histotechnology and Comparative Pathology Facility. Testes were paraffin-embedded. Serial sections (5 μm) were collected on positively-charged slides and stained with H&E or the PAS reagent. Unstained sections were used for IHC. Slides were microwaved in 10 mM citrate buffer (pH 6.0), incubated in 3% hydrogen peroxide in methanol (15 min, RT) and blocked in 5% goat serum (#G9023, Sigma-Aldrich) in phosphate-buffered saline (pH 7.2) containing 1 mM CaCl_2_, 1 mM MgCl_2_ and 0.05% Tween 20 (PBST) for 60 min at RT. Sections were incubated overnight at 4 °C in blocking buffer containing anti-CX43 (1:200) or 1:500 anti-SOX9, anti-SYCP3 or anti-PCNA Abs in Tris-buffered saline, pH 7.2 (TBS). Secondary antibody alone and peptide inhibition were the negative controls. After washing with PBST (no cations), sections were incubated with biotinylated secondary Ab (60 min, RT; 1:500 in PBST (CX43); 1:1000 in TBS (SOX9, SYCP3 and PCNA), detected using ABC Vectastain (#PK-6100, Vector laboratories, Burlingame, CA, USA) and 3,3′diaminobenzidine (#SK-4100, Vector Laboratories) followed by counterstaining with haematoxylin (#MHS-16, Sigma-Aldrich). Slides were observed by light microscopy (Leica Microsystem, Wetzlar, Germany) and scanned using a Perkin Elmer P250 high capacity slide scanner (3D Histech P250 high capacity slide scanner, Perkin Elmer, Waltham, MA, USA).

### Germ cell isolation and extraction

Testes were collected in DMEM/F12 (Gibco Life Technologies Corp., Grand Island, NY, USA) on ice, detunicated, and germ cells were isolated as described^29^. Briefly, testes were minced in 10 ml solution 1 (DMEM/F12 containing 500 μg/ml collagenase 1 A (#CO130–1G) and 200 μg/ml DNase I (#DN25–100MG) for 10 min in a shaking water bath, tubules were allowed to sediment in Hank’s buffered saline (HBSS, #55–022–PB, Corning, Manassas, VA, USA) containing 5% Percoll (#17–0891–01, GE Health Care Bio-Sciences, Uppsala, Sweden) in water for 20 min, followed by incubation in 10 ml solution 2 (DMEM/F12 containing 1.25 mg/ml trypsin (#T4799–5G) and 200 μg/ml DNase I), filtered through 40 micron nylon mesh, and washed in PBS. All enzymes were from Sigma-Aldrich. DNA and protein were extracted from germ cells of one testis and RNA from the other. DNA was isolated by the DNeasy Blood & Tissue Kit (#69504, Qiagen, Germantown, MD, USA), protein by homogenization in 200 μl 1.5% Triton X-100 with protease inhibitor (#05 892 791 001; Thermo Fisher Scientific, Springfield Township, NJ, USA) by pellet pestle (#749540–000, Kontes Glass Co, Vineland, NJ, USA) and RNA by the All-Prep RNeasy mini kit (#74104) and RNeasy mini-elute cleanup kit (#74204) from Qiagen. After centrifugation (3000 rpm, 10 min, 4 °C), protein was determined by Bradford assay (Bio-Rad, Hercules, CA, USA). RIN was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) and measured using a Nanodrop ND1000 Spectrophotometer. RNA and protein were extracted from 23 dpp germ cells using Trizol Reagent (Sigma Aldrich).

### Endoglycosidase H digestion

Lysate containing 20–60 μg testis protein was treated with 5 mU Endo H from *S*. *plicatus* (#11088726001, Roche Diagnostics, Manheim, Germany) or water in 20 μl manufacturer’s buffer at 37 °C for 2 hr. Reactions were stopped by adding SDS gel loading buffer and heating at 95 °C, 10 min.

### Microarray analysis

Testis RNA (150 ng, RIN ≥ 9) was provided to the Genomics Core Facility of the Albert Einstein College of Medicine for conversion to cDNA, labeling and hybridization to Affymetrix GeneChip™ Mouse Gene 2.0 ST Array (Affymetrix, Santa Clara, CA, USA). After gene level normalization, signal summarization and background subtraction, raw intensity data (.CEL files) were transformed to .CHP files using Affymetrix Expression Console software. Genes up- or down-regulated with a fold-change >2.0 or <−2.0 were determined using the Affymetrix Transcriptome Analysis Console. Differences between medians (log_2_) were determined and transformed to linear fold-change. Statistical significance was assessed using ANOVA and FDR *p* values.

### Quantitative PCR

RNA (500 ng) was reverse-transcribed into cDNA using the verso cDNA synthesis kit (#AB1453/B, Thermo Fisher) with an oligo-dT primer according to the manufacturer’s protocol. Real time PCR was performed using Absolute Blue QPCR mix (#AB4162, Thermo Fisher) on a master cycler (ViiA 7, Thermo Fisher). PCR conditions were 95 °C 30 sec, followed by 40 cycles at 95 °C 15 sec, 60 °C 15 sec and 72 °C 20 sec. Gene expression relative to actin (*Actb*) was calculated as log_2_^dCT^, *Mgat1* cKO values were subtracted from control (log_2_^ddCT^) and converted to fold-change.

### Gene Ontology

Gene ontology (PANTHER version 11.1)^30,31^ analysis was used to investigate functions for genes with fold-change ±1.5 and *p* < 0.05. The analysis classifies functions according to biological process, cellular component and molecular function.

### Ingenuity Pathway Analysis

IPA of DEGs was performed using QIAGEN’s Ingenuity Pathway Analysis algorithm (www.qiagen.com/ingenuity, QIAGEN, Redwood City, CA, USA) for genes with fold-change ±1.5 and overlap *p* < 0.05.

### Gene set enrichment analysis

GSEA was performed to determine DEGs that were enriched in gene lists extracted from MSigDB^32,33^ to determine enrichment in gene sets from the curated (C2), GO (C5), and oncogenic signatures (C6) collections.

### Western blot analysis

Protein was extracted from germ cells in 200 μl homogenization buffer (1.5% Triton X-100, protease Inhibitor and PhosSTOP (#04906845001, Roche Diagnostics), centrifuged (3000 rpm, 10 min, 4 °C), and supernatant protein determined. For detection of ERK and AKT, protein (60 μg) was separated on 10% SDS polyacrylamide, transferred to nitrocellulose membrane (#162–0095, Bio-Rad) in 10% methanol, blocked in LI-COR Odyssey blocking buffer (#P/N 927–40100; OBB) 1 hr at RT, and incubated overnight at 4 °C with antibodies in OBB. Membranes washed 3× in PBST and then PBS (both no cations) were probed with LI-COR fluorescent Abs in OBB for 1  hr at RT in the dark. After washing, imaging was performed (LI-COR Odyssey scanner) and band intensity was calculated (LI-COR Odyssey software). For detecting basigin, 40–60 μg protein was separated by SDS-PAGE (10%). After transfer to PVDF membrane (10% methanol) and blocking in 3% fish gelatin (#G7041, Sigma-Aldrich) in TBST, membranes were incubated in anti-basigin mAb (1:1000 in 3% fish gelatin) overnight at 4 °C. The membrane was probed with secondary Ab 1 hr at RT, treated with Super Signal West Pico chemiluminiscent substrate (#34080, Thermo Fisher) and exposed to film.

### ERK activation by basigin in CHO and Lec1 Cells

CHO wild type (Pro-5) and *Mgat1* null Lec1 CHO cells (Pro-5Lec1.3 C)^5^ were co-transfected with 3 μg mouse basigin plasmid cDNA (MC200670, Origene, Rockville, MD, USA) and 0.3 μg pSV2NEO in 6 well plates with Xtreme Gene HP DNA transfection reagent (#06 366 244 001, Sigma-Aldrich) at 1:3, DNA:reagent. Next day the cells were trypsinized and re-plated in a 10 cm plate in Gibco Alpha + MEM medium (#11900–073, Thermo Fisher) containing 10% fetal calf serum (FCS), penicillin, streptomycin and 1.5 mg/ml active G418 (#400–111 P, Gemini, Sunnyvale, CA, USA). Transfectant populations were analyzed by flow cytometry using anti-basigin mAb and anti-rat IgG conjugated to Alexa-Fluor-488. The top 3% of binders were sorted and used in experiments.

To assay ERK activation, cells at ~80% confluency were serum-starved for 24 hr in alpha + MEM medium. To stimulate signaling, medium was replaced with alpha + MEM, or alpha + MEM containing CypA (#3589-CA, R&D Systems), or 10% FCS or 10 μg/ml basigin mAb, for 15 min at 37 °C. After washing, cells were lysed in 100 μl RIPA (#20–188, EMD Millipore, Billerica, MA, USA), 0.1% SDS, protease inhibitor and PhosSTOP (Sigma Aldrich). After centrifugation (3,000 rpm, 5 min, 4 °C), 40 μg protein was electrophoresed on 12% SDS-PAGE gels. Proteins were transferred to nitrocellulose using the Pierce G2 blotter, washed in distilled water, and dried at 4 °C. Membranes were blocked with OBB in TBS (1 hr, RT), incubated in primary mAbs in OBB 0.05% Tween at 4 °C overnight followed, after washing, by LI-COR secondary antibodies for 1 hr at RT in the dark. Blots were washed 4× with TBST, twice with TBS, dried and analyzed as described above.

### Statistical Analysis

Unless otherwise noted, results are presented as mean ± SEM for independent measurements or individual mice. A one-way ANOVA or unpaired, two-tailed Student’s t test with Welch’s correction was used to determine *p* values in Graph Pad Prism 7.0a (Graph Pad Software Inc., La Jolla, CA, USA), unless otherwise noted. Limited amounts of RNA from 22 and 23 dpp germ cells precluded testing sufficient replicates to establish a Gaussian distribution for qRT-PCR data. However, a Gaussian distribution was established by the D’Agostino-Pearson test in Prism for most data sets in Fig. 7D,E. For other samples a Gaussian distribution was assumed and parametric tests of significance were performed, unless otherwise noted.

## Electronic supplementary material

Supplementary Information

# Supplementary material for: MGAT1 and Complex N-Glycans Regulate ERK Signaling During Spermatogenesis
**Source:** Sci Rep. 2018 Jan 31;8:2022. doi: 10.1038/s41598-018-20465-3
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

MGAT1 and Complex N-Glycans Regulate ERK Signaling During Spermatogenesis

Barnali Biswas¹, Frank Batista^{1,2}, Subha Sundaram¹ and Pamela Stanley^{1*}

Supplementary Methods

Antibodies. Mouse sp56 mAb 7C5 (#55101, QED Biosciences Inc., San Diego, CA, USA); rabbit TAF7L pAb (#ARP37923_T100, Aviva Systems Biology Corp, San Diego, CA, USA); mouse beta tubulin mAb (#E7, DSHB, Iowa, USA).

Antibody specificity controls. Antibody specificities were investigated using 2° Ab alone and antigen blocking peptides. Sox9 Ab (#sc-166505, Santa Cruz Biotechnology, Inc., Dallas, TX, USA) with and without Sox9 blocking peptide (#sc-166505 P, Santa Cruz Biotechnology) in a ratio of 1:10 (0.2:2 µg) in 2 ml blocking buffer was placed in a shaker at 37°C for 2 hr at RT, added to testis sections after the blocking step, and incubated overnight at 4°C. After washing with PBST (no cations), sections were incubated with biotinylated goat anti-mouse IgG (#BA-9200, Vector Laboratories) detected using Vectastain ABC-HRP kit (#PK-4000, Vector Laboratories), 3,3'diaminobenzidine (#SK-4100, Vector Laboratories), and counterstained with haematoxylin (#MHS-16, Sigma-Aldrich). Sycp3 antibody (#NB300-230, Novus Biologicals, Littleton, CO, USA) was used at 1 µg in 200 µl 5% goat serum (#G9023, Sigma-Aldrich, St. Louis, Mo, USA) in phosphate-buffered saline (pH 7.2) containing 1 mM CaCl₂, 1 mM MgCl₂ and 0.05% Tween 20 (PBST) for 60 min at room temperature. Sycp3 antibody with and without Sycp3 blocking peptide ((#NB300-230PEP, Novus Biologicals) mixed in a ratio of 1:10 µg in 2 ml blocking buffer were shaken at 37°C for 2 hr at RT, added to testis sections after the blocking step and incubated overnight at 4°C. After washing with PBST (no cations), sections were incubated with biotinylated goat anti-rabbit IgG (#BA-1000, Vector Laboratories) detected using Vectastain ABC-HRP kit (#PK-4000, Vector Laboratories), 3,3'diaminobenzidine (#SK-4100, Vector Laboratories), and counterstained with haematoxylin (#MHS-16, Sigma-Aldrich).

Immunofluorescence. Five micron sections from 28 dpp males were fixed in Bouin's solution, paraffin embedded and sectioned. The slides were deparaffinised in histo-clear solution (#HS-200, National diagnostics, USA) and rehydrated in a graded series of ethanol. Antigen retrieval was performed in 0.01M citrate for 10 min in a microwave. Slides were rinsed in PBS (pH 7.2, no cations) for 5 min, blocked in 5% BSA (#700-100P, Gemini Bioproducts, CA, USA) in PBS for 2 hr at RT and incubated with mouse anti-sp56 (clone 7C5) mAb. Sections were washed 3 times with PBS (no cations), and incubated in goat anti-mouse IgG secondary antibody conjugated to Alexa fluor 488 (Invitrogen) for 2 hr at RT. After washing 3 times with PBS, sections were mounted with Fluoroshield mounting medium containing 4,6-Diamidino-2-phenylindole (DAPI, #ab104139, Abcam, Cambridge, MA, USA). Sections incubated with secondary antibody alone served as negative control. Images were obtained by fluorescence microscopy (Leica Microsystems, Wetzlar, Germany).

Table S1. Elongated spermatids and MNC in 24 – 28 dpp testis. Elongated spermatids and multinuclear cells (MNC) were identified in testis sections stained by H&E. Values are mean $\pm$ SEM from 50 (24 dpp) or 100 (25 and 28 dpp) round tubules counted in 1 testis section from 3-4 males, as indicated. Significance was determined by Student's t test with Welch's correction.

Intratubular Cells<br>(No. Mice)	<i>Mgat1</i> [F/F]<br>(n=4)	<i>Mgat1</i> [F/F]:<br>Stra8-iCre<br>(n=4)	<i>Mgat1</i> [F/F]<br>(n=3)	<i>Mgat1</i> [F/F]:<br>Stra8-iCre<br>(n=4)	<i>Mgat1</i> [F/F]<br>(n=3)	<i>Mgat1</i> [F/F]:<br>Stra8-iCre<br>(n=3)
Days Post Partum	24	24	25	25	28	28
Elongated Spermatids	0	0	29 $\pm$ 3	10 $\pm$ 4<br>(<i>p</i> <0.01)	53 $\pm$ 2	6 $\pm$ 1<br>(<i>p</i> <0.0001)
MNC	0	2 $\pm$ 1<br>(<i>p</i> <0.01)	0	5 $\pm$ 1<br>(<i>p</i> <0.01)	0	14 $\pm$ 1<br>(<i>p</i> <0.001)

Table S2. Germ cell preparations from 22 dpp mice used for microarray. RNA was isolated from germ cells of one testis, and protein and DNA were extracted from the other, as described in *Methods*.

Mouse	Body Weight (g)	Left Testis Weight (mg)	Right Testis Weight (mg)	Germ Cells per Testis ($\times 10^4$)	Protein per Testis (μ g)	RNA per Testis (μ g)	RNA Integrity Number (RIN)
**<i>Mgat1</i>[F/F]**							
SCM1001	13.0	27.3	30.1	62	240	4.0	9.4
SCM1002	13.9	39.0	28.8	85	180	5.2	9.2
SCM1003	13.5	33.9	33.6	64	160	4.0	9.3
**<i>Mgat1</i>[F/F]:<br>Stra8-iCre**							
SCM981	12.1	29.2	34.0	116	120	4.5	9.1
SCM982	13.6	30.1	32.3	75	180	3.0	9.2
SCM983	12.2	29.4	32.7	92	132	4.2	9.4

Table S3. DEGs in *Mgat1* cKO versus control germ cells

**Probe Name**	**Gene Symbol**	**Fold-Change 22 dpp**	**Fold-Change 23 dpp**
17328107	<i>Tnp2</i>	23.09	9.92
17328113	<i>Prm2</i>	16.06	5.44
17224191	<i>Tnp1</i>	15.23	6.64
17413507	<i>Ccin</i>	13.75	6.68
17477288	<i>Klk1b7-ps</i>	13.10	28.23
17321199	<i>H1fnt</i>	12.82	9.32
17407386	<i>Lelp1</i>	11.07	8.54
17410617	<i>Dapp1</i>	10.73	0.88
17215016	<i>Spata3</i>	10.06	5.47
17426944	<i>Fam154a</i>	9.69	11.11
17319484	<i>Dnajb7</i>	9.17	5.83
17336824	<i>Hspa1l</i>	8.38	8.60
17396192	<i>Cypt12</i>	8.36	4.27
17494303	<i>Ubqlnl</i>	8.35	2.75
17515517	<i>Cypt4</i>	8.33	2.20
17546412	<i>Rbm31y</i>	8.19	3.96
17466216	<i>Prss37</i>	8.18	4.07
17346744	<i>Txndc2</i>	8.14	10.46
17312350	<i>Spatc1</i>	7.67	2.65
17487361	<i>Apoc2</i>	0.29	0.95
17293858	<i>Zfp640</i>	0.09	0.83
17230045	<i>Ifi204</i>	0.11	0.69
17350982	<i>Cd74</i>	0.23	0.77
17225169	<i>Snora75</i>	0.25	0.81
17278253	<i>Serpina3a</i>	0.28	1.21
17539536	<i>Figf</i>	0.29	0.79
17372912	<i>Olfir1188</i>	0.15	1.00

Fold-change is transformed $\log_2$ *Mgat1* cKO compared to control ($p < 0.05$)

Table S4. Primers used in quantitative real time PCR.

**Gene**	**Forward 5'- 3'**	**Reverse 5'- 3'**
<i>Akap1</i>	GCTCCGGAGACAAAGCTATGA	ATTCAGTGGATAGCTGTTGCCG
<i>Akap3</i>	GACACCGTTCAGAACAAGCAACTG	CTGGATGAAGCAGTGGGAAATGTC
<i>Akap4</i>	AGAGGCGTGTGCAAGGTAGAT	CCAGGTCAGAAGGCGAGTTAAATCT
<i>Gfra2</i>	CTGCCAGATGACCTCAGTGATAG	GCTCACGACAAATATCAGCCCAG
<i>Figf</i>	AGCGAACATGGACCAGTGAAGGA	AGCTTCTAGTTTGGAGGAGTTGCTG
<i>Camk4</i>	AGCTGGTCACAGGAGGAGAA	TCTTTATGCAACTCCAGCCCC
<i>Hsfy2</i>	GGATGAGGACGGGACTTACA	GCTTCTCTCCCCGACTTTC
<i>Spert</i>	ACAACACAGGAGGACTCGAAGACACT	AGGATGGCAAAGTAGGCCCTAACCTAC
<i>H1fnt</i>	CACAGGAGTTTGTGCTAGTGCCAAAGAGCA	TACGGCCTACAAAGGAAGACACCAGTCCTA
<i>Tbc1d21</i>	CGTGGTTCTGCCTTTGCTTC	TGGCCTACAGCATGCTACAG
<i>Fam1541</i>	TGCTACCGGAAACCATCTGCACCAAT	CGATTTTAACTACCTCCCTACCTGTCC
<i>Sycp3</i>	CATTCTGGGAAATCTGGGAAGCCACCT	CCAGCATATTCTGTACTTCACCTCCAAC
<i>lqcf3</i>	GTTTCGTTAAACCTAAACCTAAAGTCCA	CAACCAGAGTTCCACATTGAAATCCT
<i>Hsfy2</i>	GGATGAGGACGGGACTTACA	GCTTCTCTCCCCGACTTTC
<i>Tnp2</i>	TCTCGACACTCACCTGCAAGA	CTTGTATCTTCGCCCTGAGCTA
<i>Spem1</i>	CTGCTCTTCGCCCTGAGCTA	AAGATGGACTTTGGGTCTTATCGTCT
<i>Prm2</i>	CTCGTAAGAGGCTACATAGGATCCAC	TGCCTCCTACATTTCTGCACCT

<i>Spata3</i>	AAACCTGCCTCATCTCCGTTCTGGTA	AGTCCCGAGGGTAGGAGGACATCAAA
<i>Ccin</i>	ATTGGGCTTGTCTTCCACACCATG	TACAGGTTCCGGTCACCCTTAGT
<i>Klk1b7</i>	ATGAGGAGTGTGCCAAAACC	CCATGGAGAACACCATCACA
<i>Fam154a</i>	TGCTACCGGAAACCATCTGCACCAAT	CGATTTTAACTACCTCCCTACCTGTCC
<i>H1fnt</i>	CACAGGAGTTTGTGAGTGCCAAAGAGCA	TACGGCCTACAAAGGAAGACACCAGTCCTA
<i>Il1b</i>	GGGCCTCAAAGGAAAGAATCTATACC	CTGATGTACCAGTTGGGGAAC
<i>Olf1188</i>	CTTGCTACAACCTGCCTGCACTGA	CCTGCAGTGCTATGTGTTCTCAA
<i>Serpina3n</i>	AGCCTGGAGGATGTCCTTTCAA	GATCATTATCAGGAAAGGCCCATTG
<i>Zfp640</i>	GATGCAGTGACTTTTGACGATGTGC	GGTTCTTCAATGTGATGGTCTTCCC
<i>Pdgfra</i>	AGTGTTGGTGCTGTTGGTGATTGTC	TTCCCATCTGGAGTCGTAAGGCAA
<i>Egfr</i>	GGCGTTGGAGGAAAAGAAAG	TTCCCAAGGACCACTTCACA
<i>Rarres</i>	AAGACTCCTCTGCACAGCATCA	TGAGCTGGACCAAGTAATAGTGCA
<i>Tnp1</i>	ATGGCATGAGGAGAGGCAAGAA	CCGCAACAGCTATCCACTGAAT
<i>Taf7l</i>	GGGAAGTCGTTGATGATGATGATGC	GATGTGTTTCGGGAGATGATGGG
<i>Taf7l</i>	ATCATTGAGCCGTCCTTGT	GAAGGTCAAATTGAAGGCCA
<i>Mgat1</i>	CTTCACCCAGTTGGACCTGT	GCCTTGAAGCTGTCTCTGCT

Table S5. Significantly enriched gene sets in *Mgat1* cKO germ cells at 22 dpp by GSEA

Name	No. Genes in Set	ES	NES	Nom <i>p</i> value	FDR q value	Msig DB
MATZUK__SPERMATID DIFFERENTIATION	34	0.71	2.09	0.0	0.00	C2
MATZUK__SPERMATOZOA	108	0.51	1.85	0.0	0.08	C2
WEBER_METHYLATED_LCP_IN_SP ERM_UP	15	0.97	2.42	0.0	0.00	C2
SU_TESTIS	68	0.50	1.67	0.0	0.25	C2
WEBER_METHYLATED_HCP_IN_SP ERM_UP	19	0.65	1.69	0.0	0.23	C2
NAGASHIMA_EGF_SIGNALING_UP	56	-0.62	-2.31	0.0	0.0	C2
cAMP_UP.V1_UP	178	-0.38	-1.74	0.0	0.00	C6
mTOR_UP.V1_DN	174	-0.39	-1.79	0.0	0.00	C6
PDGF_ERK_DN.V1_DN	134	-0.39	-1.74	0.0	0.00	C6
E2F1_UP.V1_DN	177	-0.43	-1.92	0.0	0.0	C6
CELL_CYCLE_CHECKPOINT	45	-0.52	-1.86	0.00	0.07	C5
DNA_REPLICATION	95	-0.43	-1.76	0.0	0.11	C5
GAMETE_GENERATION	100	0.56	2.00	0.0	0.00	C5
GENERATION_OF_A_SIGNAL_INVOLVED_IN_CELL_CELL_SIGNALING	28	0.65	1.81	0.00	0.06	C5
AKT_UP.V1_UP	161	0.36	1.36	0.04	0.26	C6

GSEA, Gene Set Enrichment Analysis; ES, enrichment score; $p < 0.05$; false discovery rate (FDR), < 0.25 ; NES, normalized enrichment score; C2, curated gene sets; C5, gene ontology (GO) gene sets; C6, oncogenic signatures gene sets.

Supplementary figure legends

Figure S1. Acrosomal marker sp56 reveals MNC containing spermatids. Immunofluorescence microscopy for sp56 in a testis section of a 28 dpp *Mgat1* cKO mouse (representative of 40 tubules per 2 sections from 3 control and 3 *Mgat1* cKO males). Arrows indicate MNCs. The negative control was 2° Ab alone. DAPI was used to stain the nucleus.

Figure S2. Negative controls for antibodies used in Fig. 1B. IHC for Sox9 (Sertoli cells) and Sycp3 (spermatocytes) from 25 dpp control males (each representative of 2 entire sections). Negative controls were 2° Ab alone and Sox9- or Sycp3-blocking peptide combined with 1° Ab. IHC for PCNA (spermatogonia) at 25 dpp. Negative control was 2° Ab alone (representative of 2 testis sections). Images were photographed at 20X.

Figure S3. Properties of germ cells used in microarray analyses. (A) Quantitative RT-PCR (qRT-PCR) of cell-type specific genes was performed in duplicate to test for the presence of Sertoli cells (*Rhox5*), Leydig cells (*Cyp11a1*), round spermatids (*Dbil5*), spermatocytes (*Sycp3*) and late spermatids (*Acrv*) in 22 dpp whole testis (n=2 mice, 4 values) versus germ cells (n=3 mice, 6 values). Relative expression compared to *Actb* was normalized to testis (mean ± SEM based on the Student's t test with Welch's correction; *p<0.05). The data show that germ cell preparations contained low levels of non-germ cells. (B) *Mgat1* transcripts from 22 or 23 dpp germ cells from control (n=3, 6 values) and *Mgat1* cKO (n=3, 6 values) mice were quantitated by qRT-PCR in two experiments performed in duplicate. Relative expression compared to *Actb* is shown (mean ± SEM based on the Student's t test with Welch's correction; *p<0.05, ***p<0.001). (C) PCR of genomic DNA using two primer sets to detect wild type and floxed alleles or deleted alleles respectively in control and *Mgat1* cKO germ cells at 22 dpp. The lack of PCR products from wild type alleles shows that germ cells contained few non-germ cells in the preparations. (D) Western blot analysis for basigin before and after endoglycosidase H treatment of germ cell lysates at 22 and 23 dpp. Full length gels from which the gel portions shown in Fig. 2A were obtained.

Figure S4. Gene expression changes in 22 and 23 dpp control versus *Mgat1* cKO germ cells. Volcano plots of DEGs plotted as fold-change (linear) versus the -10 log₁₀ of the adjusted *p* value (FDR *p*<0.05, ANOVA *p*<0.05) are shown for (A) 22 dpp and (B) 23 dpp microarray data. Thresholds are shown as dashed lines. Genes up-regulated >2-fold are red and down-regulated <-2-fold are green.

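Genes past the thresholds at 23 dpp were mostly higher in Mgat1 cKO germ cells, while the median gene lay slightly below 0. Over all 23152 genes the median log2 difference between Mgat1 cKO and control germ cells was -0.053. At an adjusted p under 0.05 from limma with no fold threshold, 1405 genes were higher and 543 lower, and above 1.5-fold 929 were higher and 33 lower. In 2600 genes every Mgat1 cKO array lay above every control array and in 4652 every one lay below, 31.3% of all genes against the 10% that chance gives for 3 arrays against 3. All 594 genes past the 2-fold threshold were among them. The spread behind these p-values is that between aliquots of a pool, and the spread between mice is not part of it.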

Figure S5. GO analysis of DEGs from 22 dpp microarray data. DEGs in 22 dpp *Mgat1* cKO germ cells determined by PANTHER version 11.1 are shown. The classification of enriched genes in the *Mgat1* cKO dataset based on GO terms (A) Biological Process, (B) Molecular Function, and (C) Cellular Component, are given. The X axis shows the number of genes present in our dataset and the Y axis shows the top processes in each function. The enrichment score for each process is shown beside the bar graph; +/- shows whether the process is over (+) or under (-) enriched.

Figure S6. TAF7L in germ cells of 23 dpp control and *Mgat1* cKO males. (A) IHC for TAF7L at 23 dpp (representative of 2 sections from 3 control and 3 *Mgat1* cKO mice). The negative control was 2° Ab alone. (B) qRT-PCR analysis of *Taf7L* transcripts from control (n=4) and *Mgat1* cKO (n=5) germ cell preparations at 23 dpp compared to two house-keeping genes *Actb* and *Rps2*. The values from individual mice with each house-keeping gene are mean ± SEM. *p<0.05. (C) Western blot analysis of TAF7L in germ cell lysates of *Mgat1* cKO (n=3) compared to control (n=3) males at 23 dpp. (D) Histogram of two independent experiments analyzed in 4-6 gels is shown (mean ± SEM).

Figure S7. Signaling pathways in control and *Mgat1* cKO germ cells at 22 dpp. Western blots of pERK1/2, ERK1/2, pAKT and AKT. Full length gels from which data in Fig. 6 were obtained.

Figure S8. Effects of CypA on basigin signaling via ERK1/2. CHO and Lec1 cells were serum-

starved for 24 hr and then treated for 15 min in fresh serum-free medium containing 250 ng/ml CypA. ERK1/2 and pERK1/2 were quantitated in western blots and are plotted as mean $\pm$ SEM of the ratio of basigin-expressing cells incubated with and without CypA. There were no significant differences.

Figure S9. Basigin is a functional target of MGAT1. Western blots of pERK1/2 and ERK1/2. Full length gels from which data in Fig. 8 were obtained.

Mgat1[F/F]:Stra8-iCre (28 dpp)

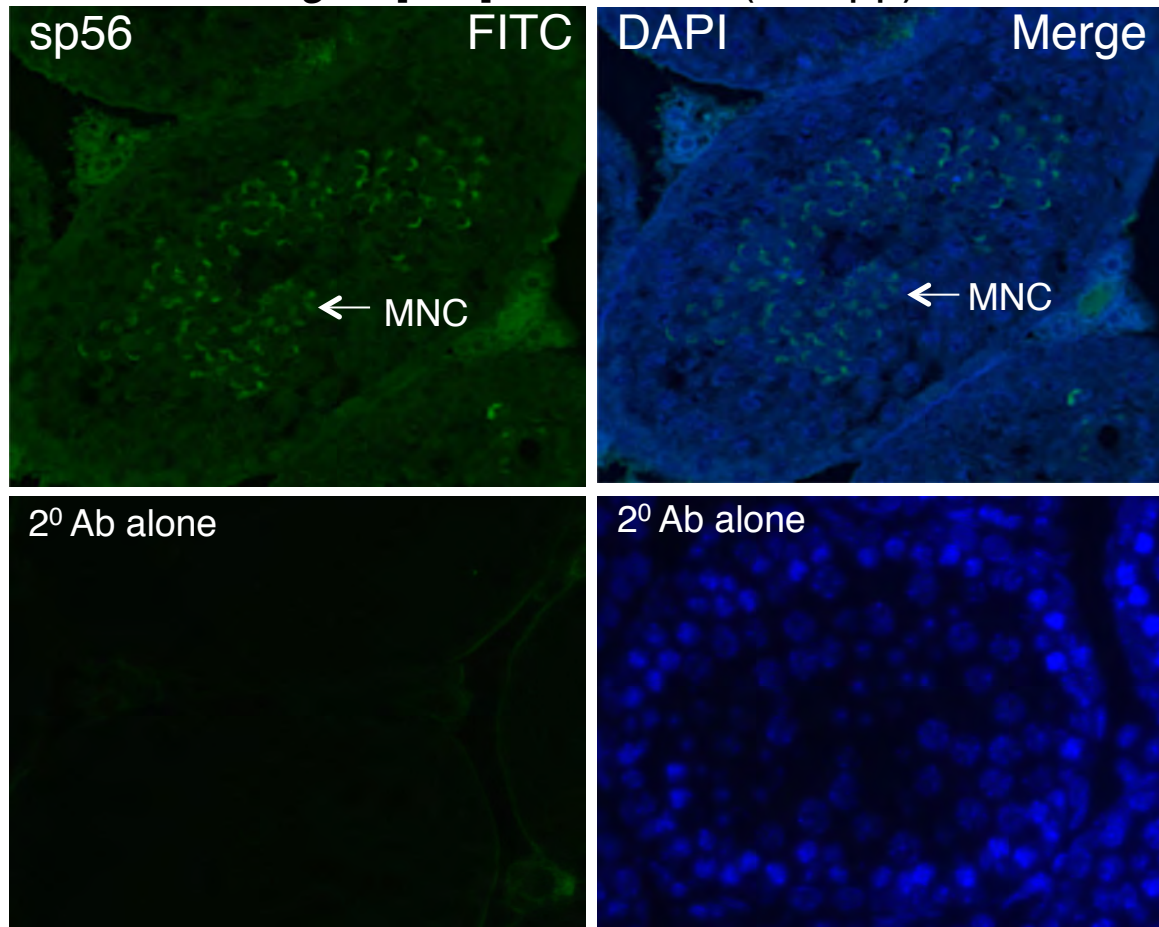

Figure S1

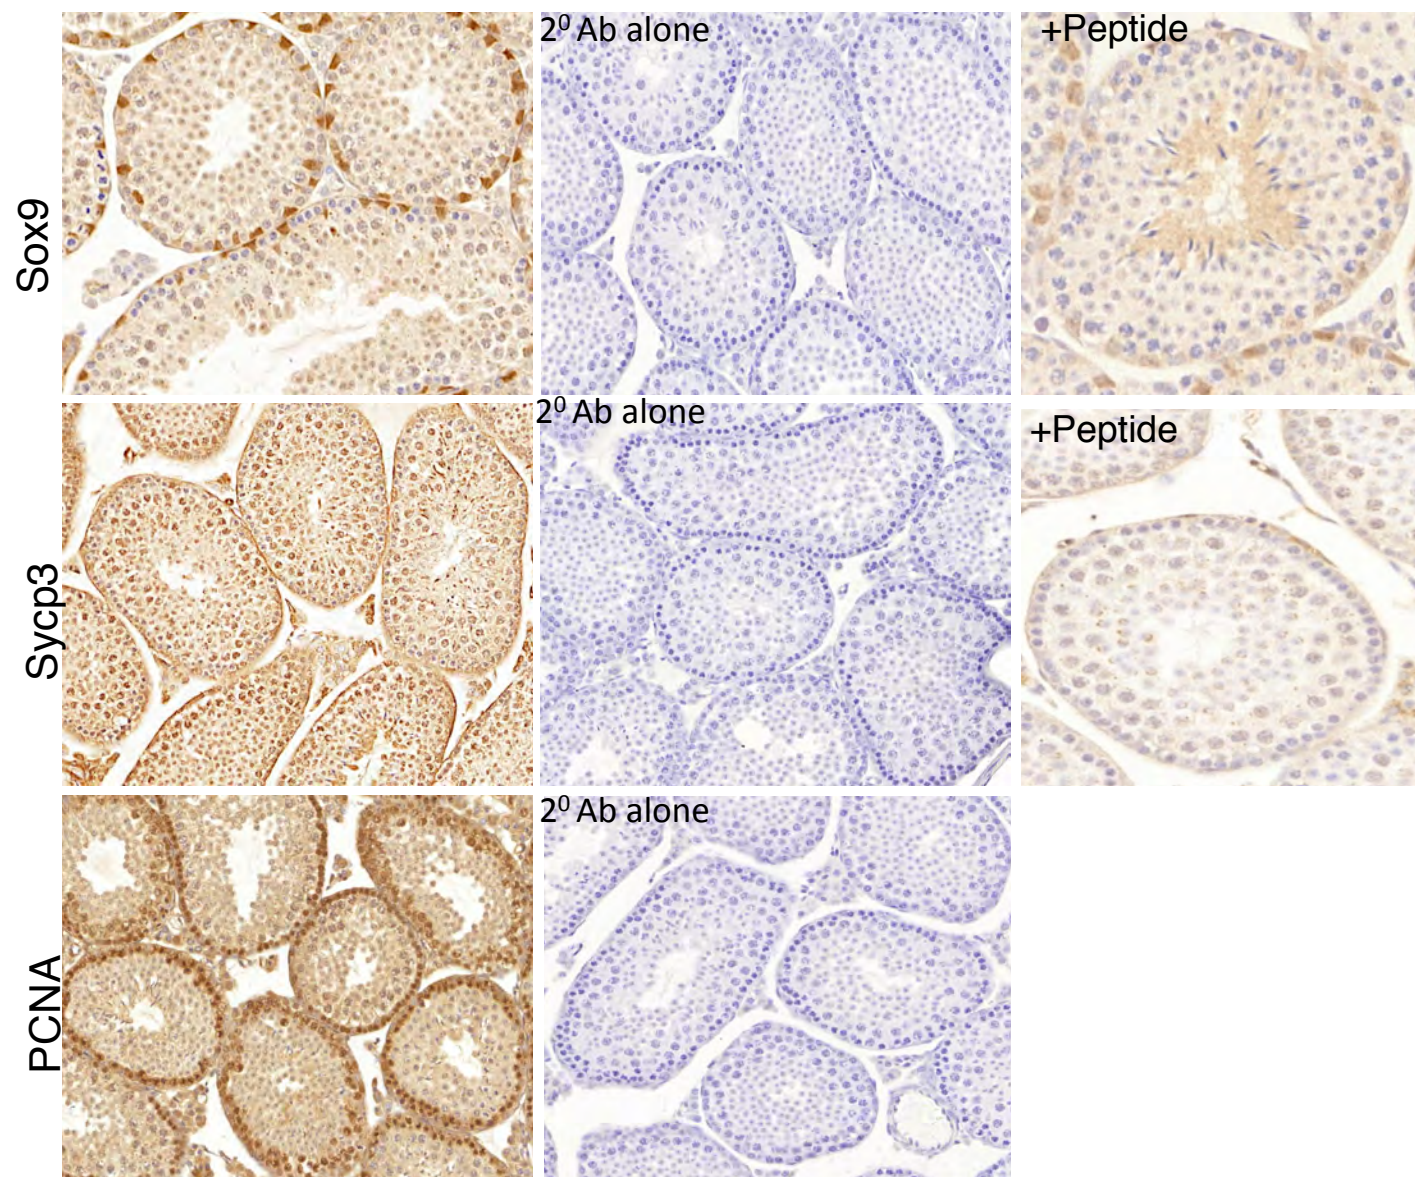

Figure S2

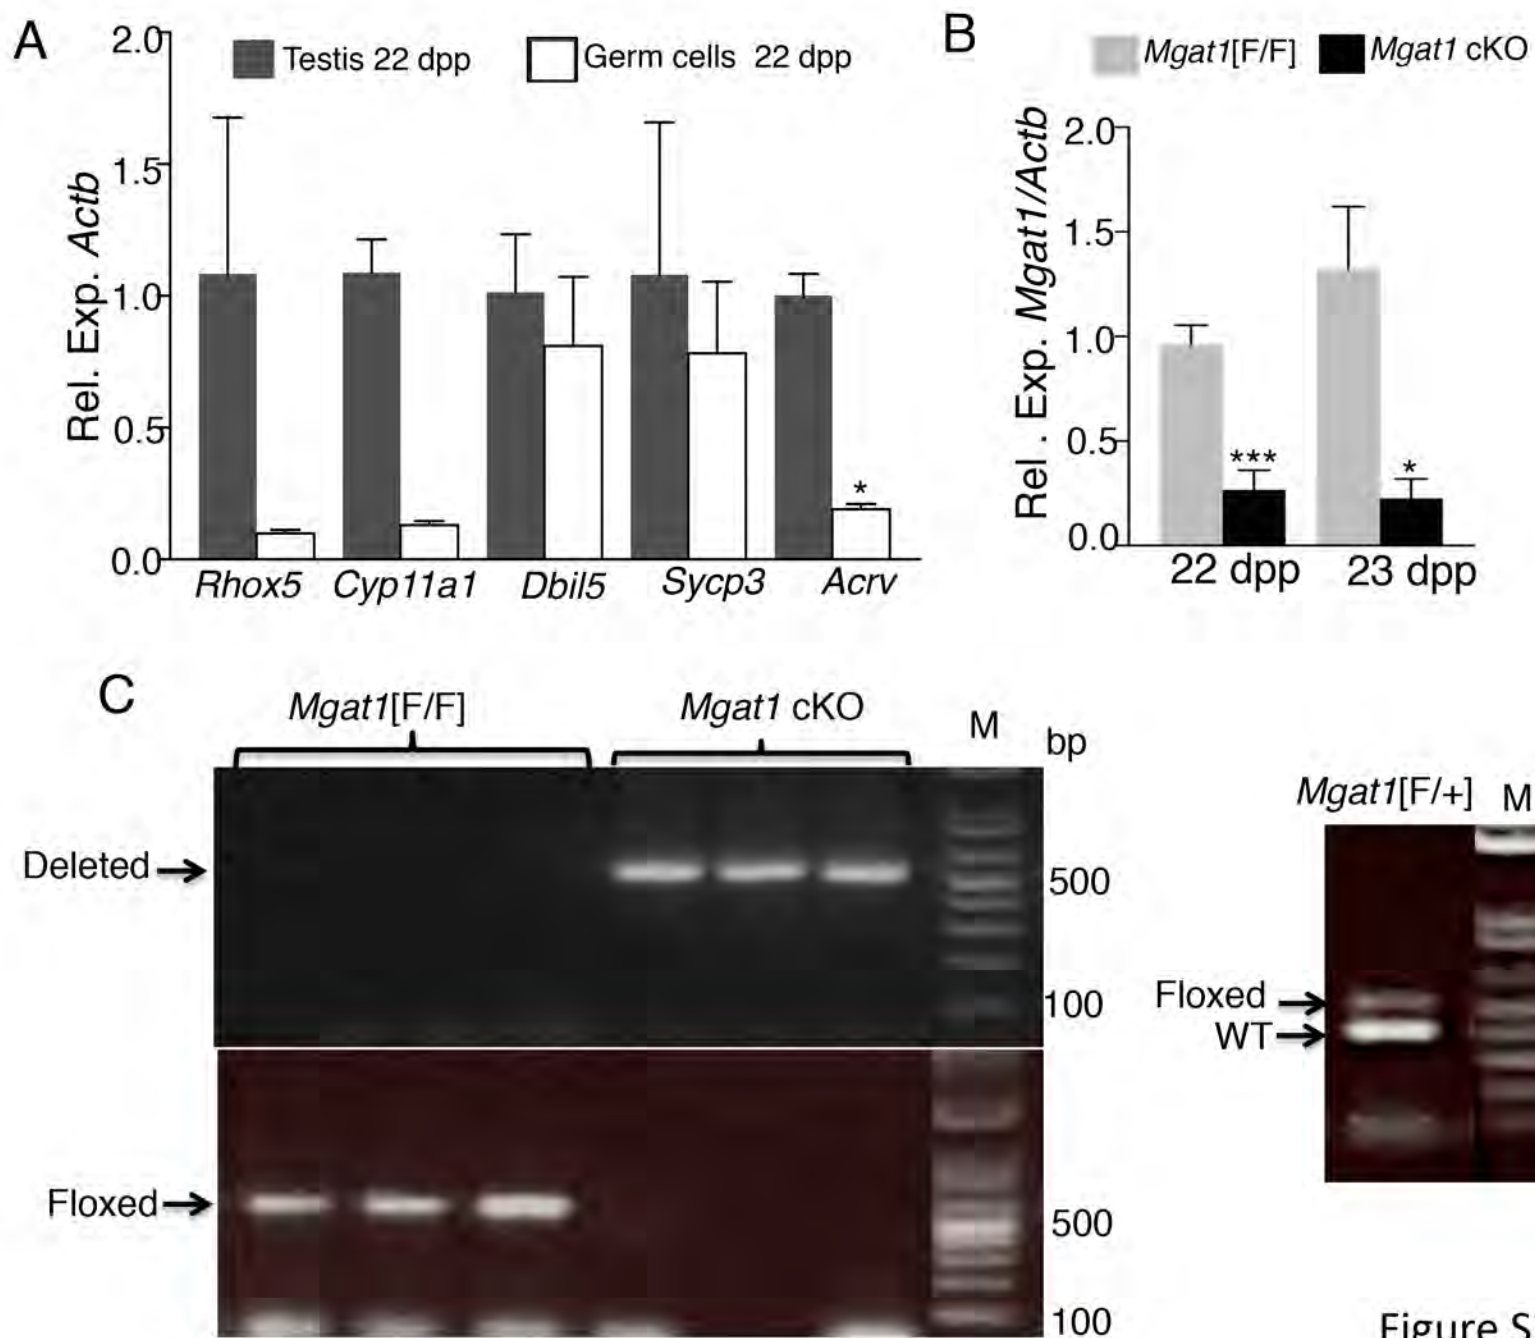

Figure S3

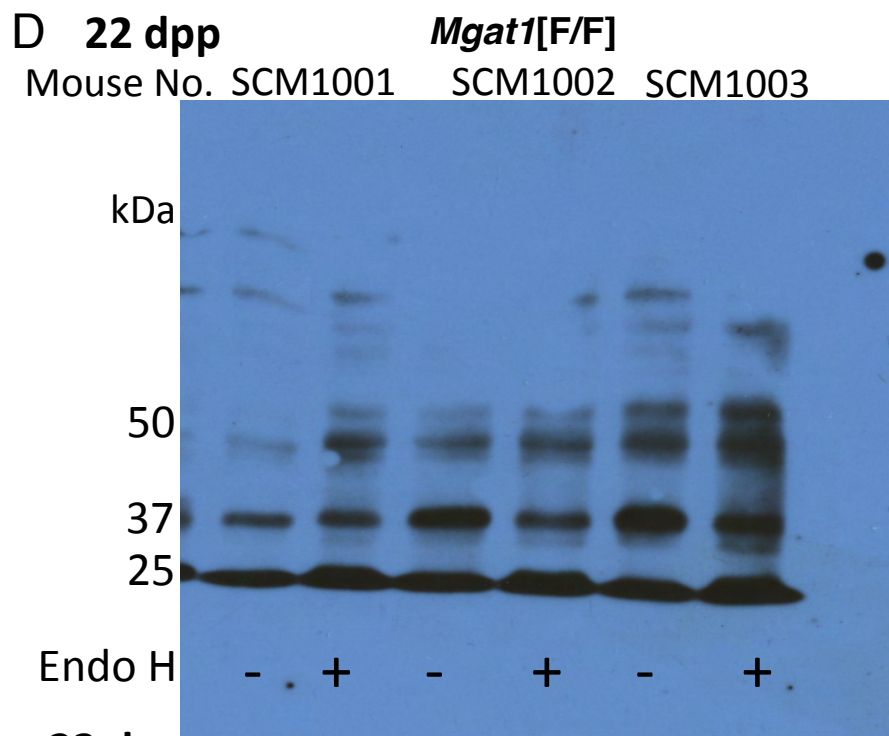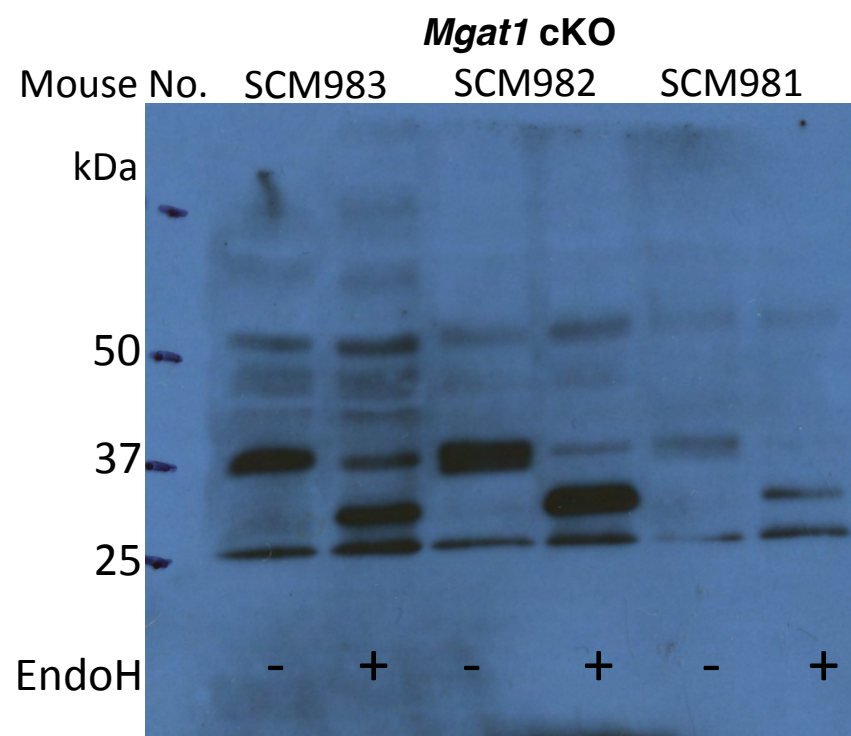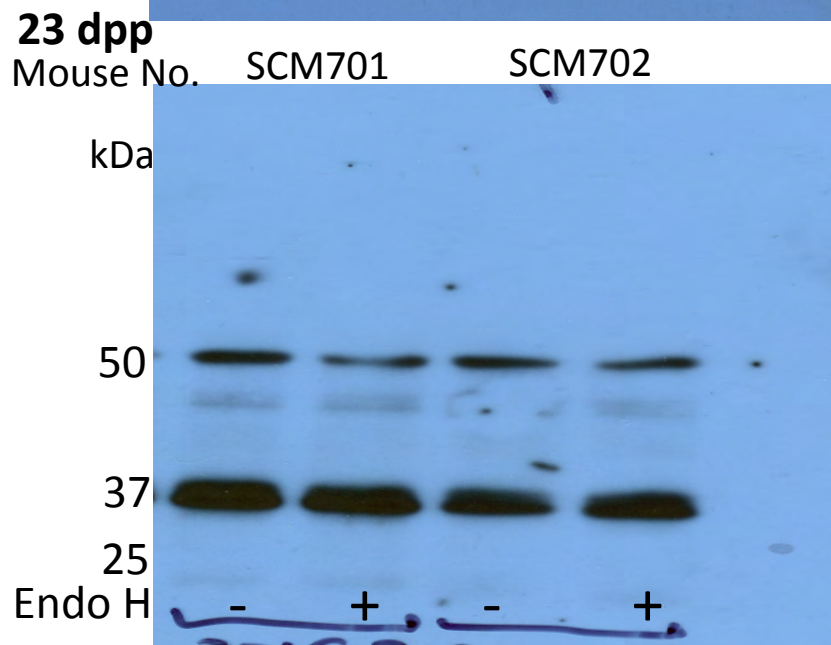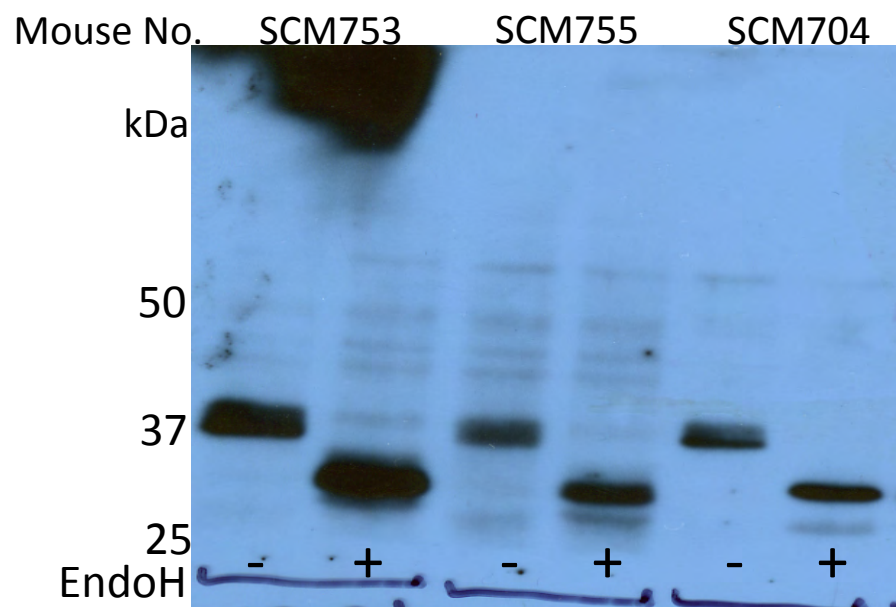

Figure S3

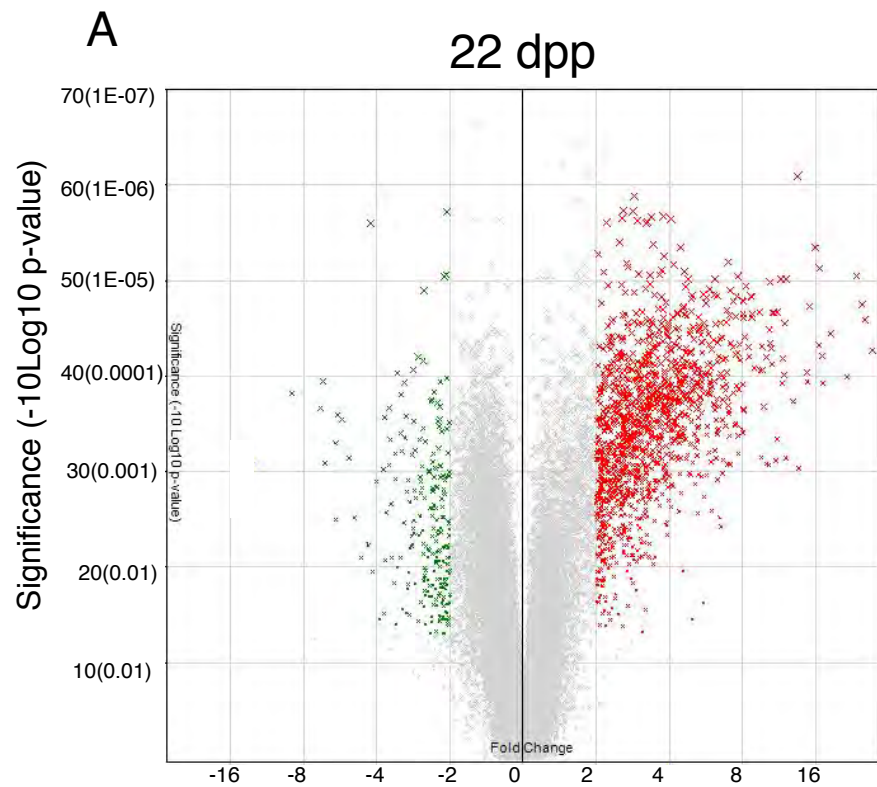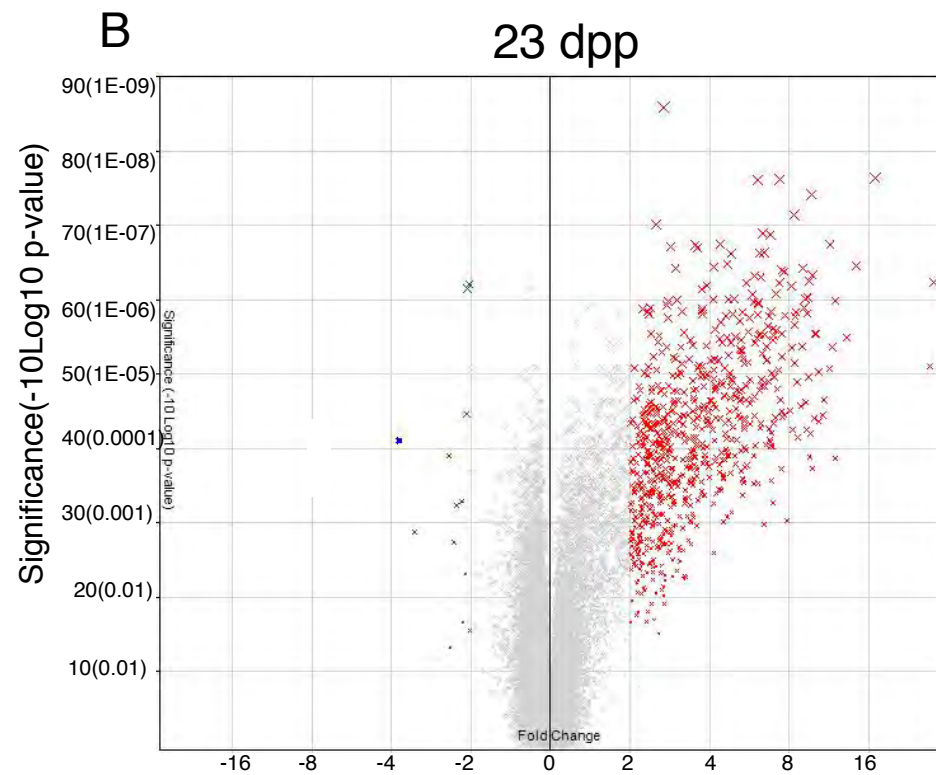

Figure S4

A

Biological Process

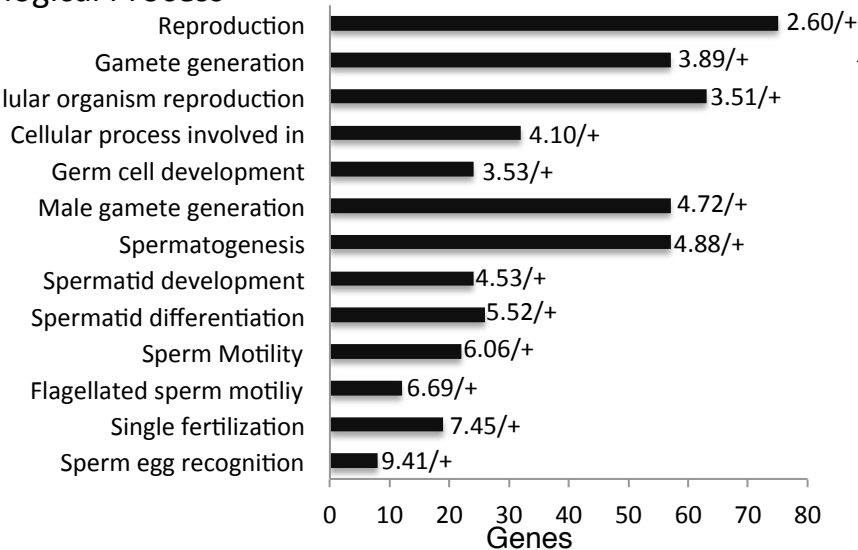

B

Molecular function

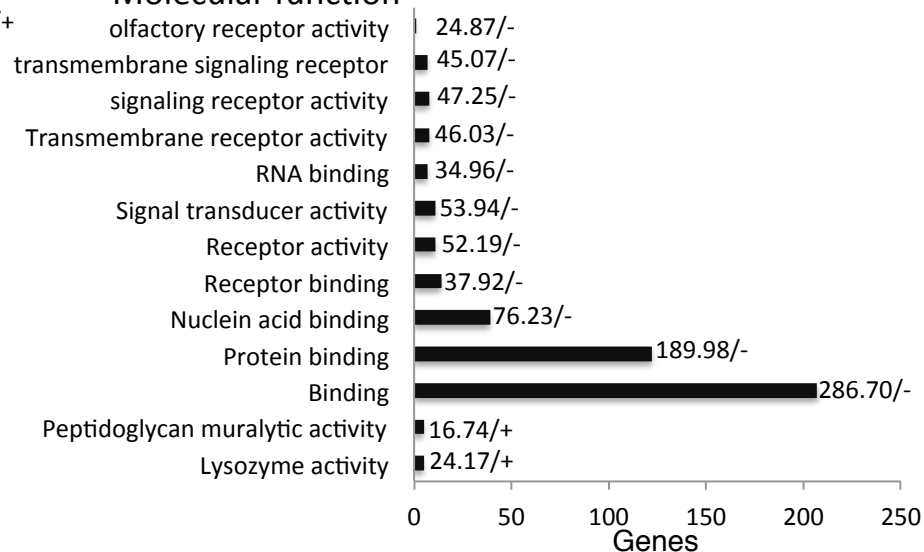

C

Cellular Component

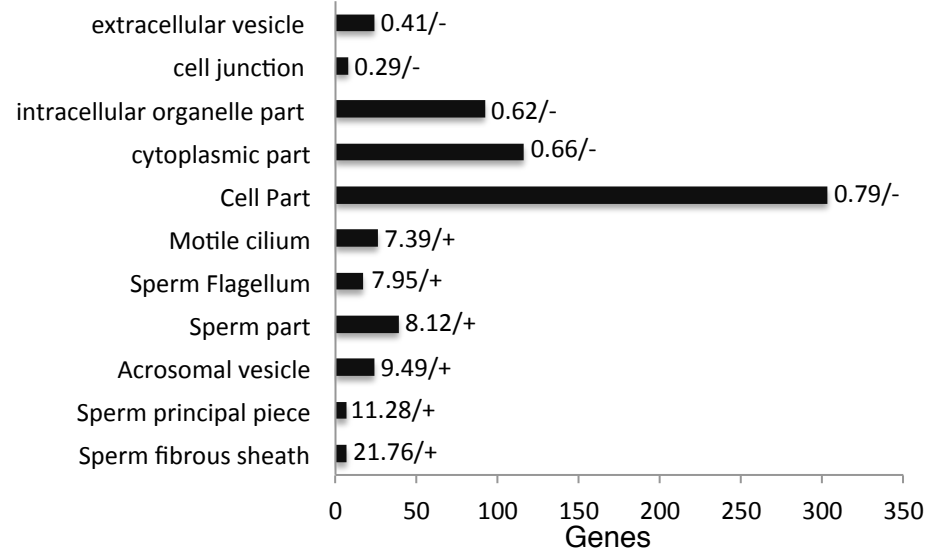

Figure S5

A

TAF7L

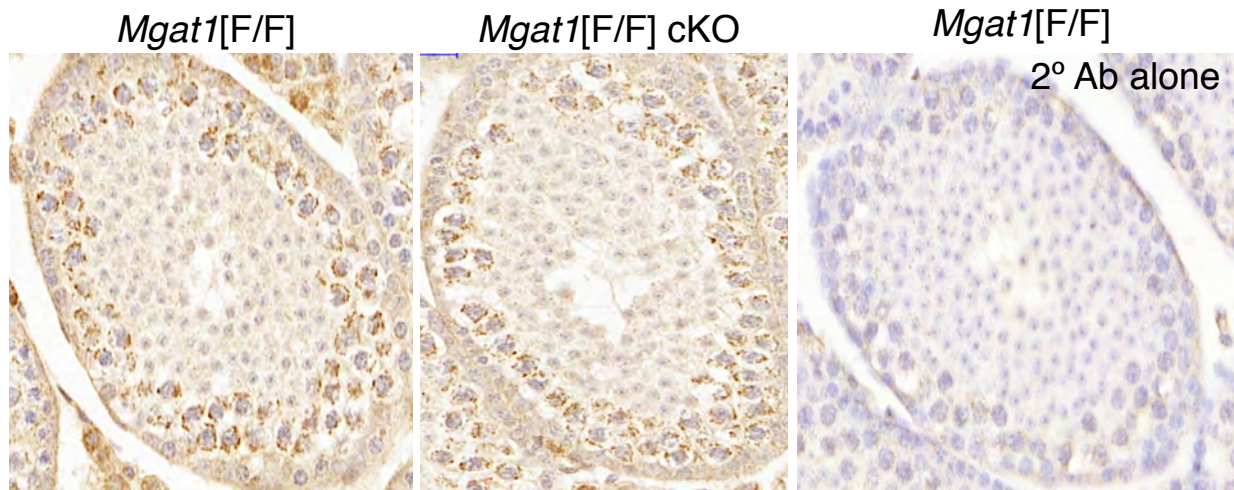**B**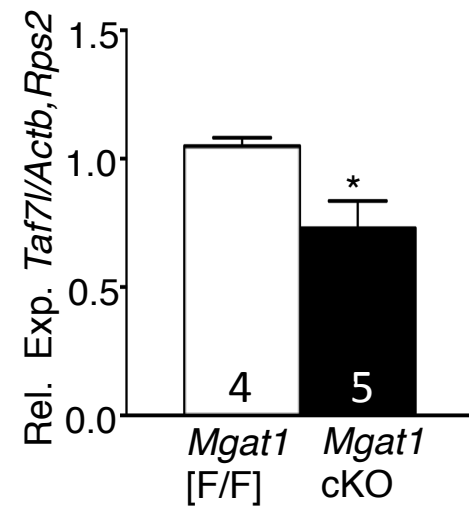**C**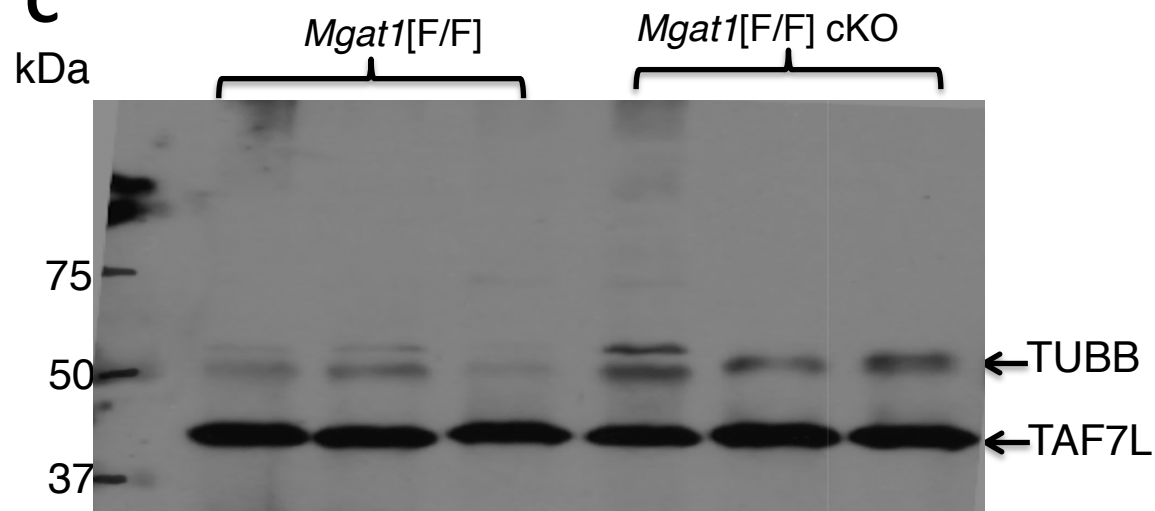**D**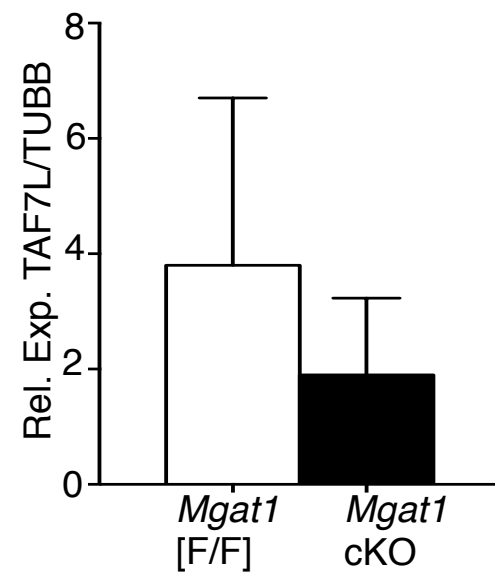

Figure S6

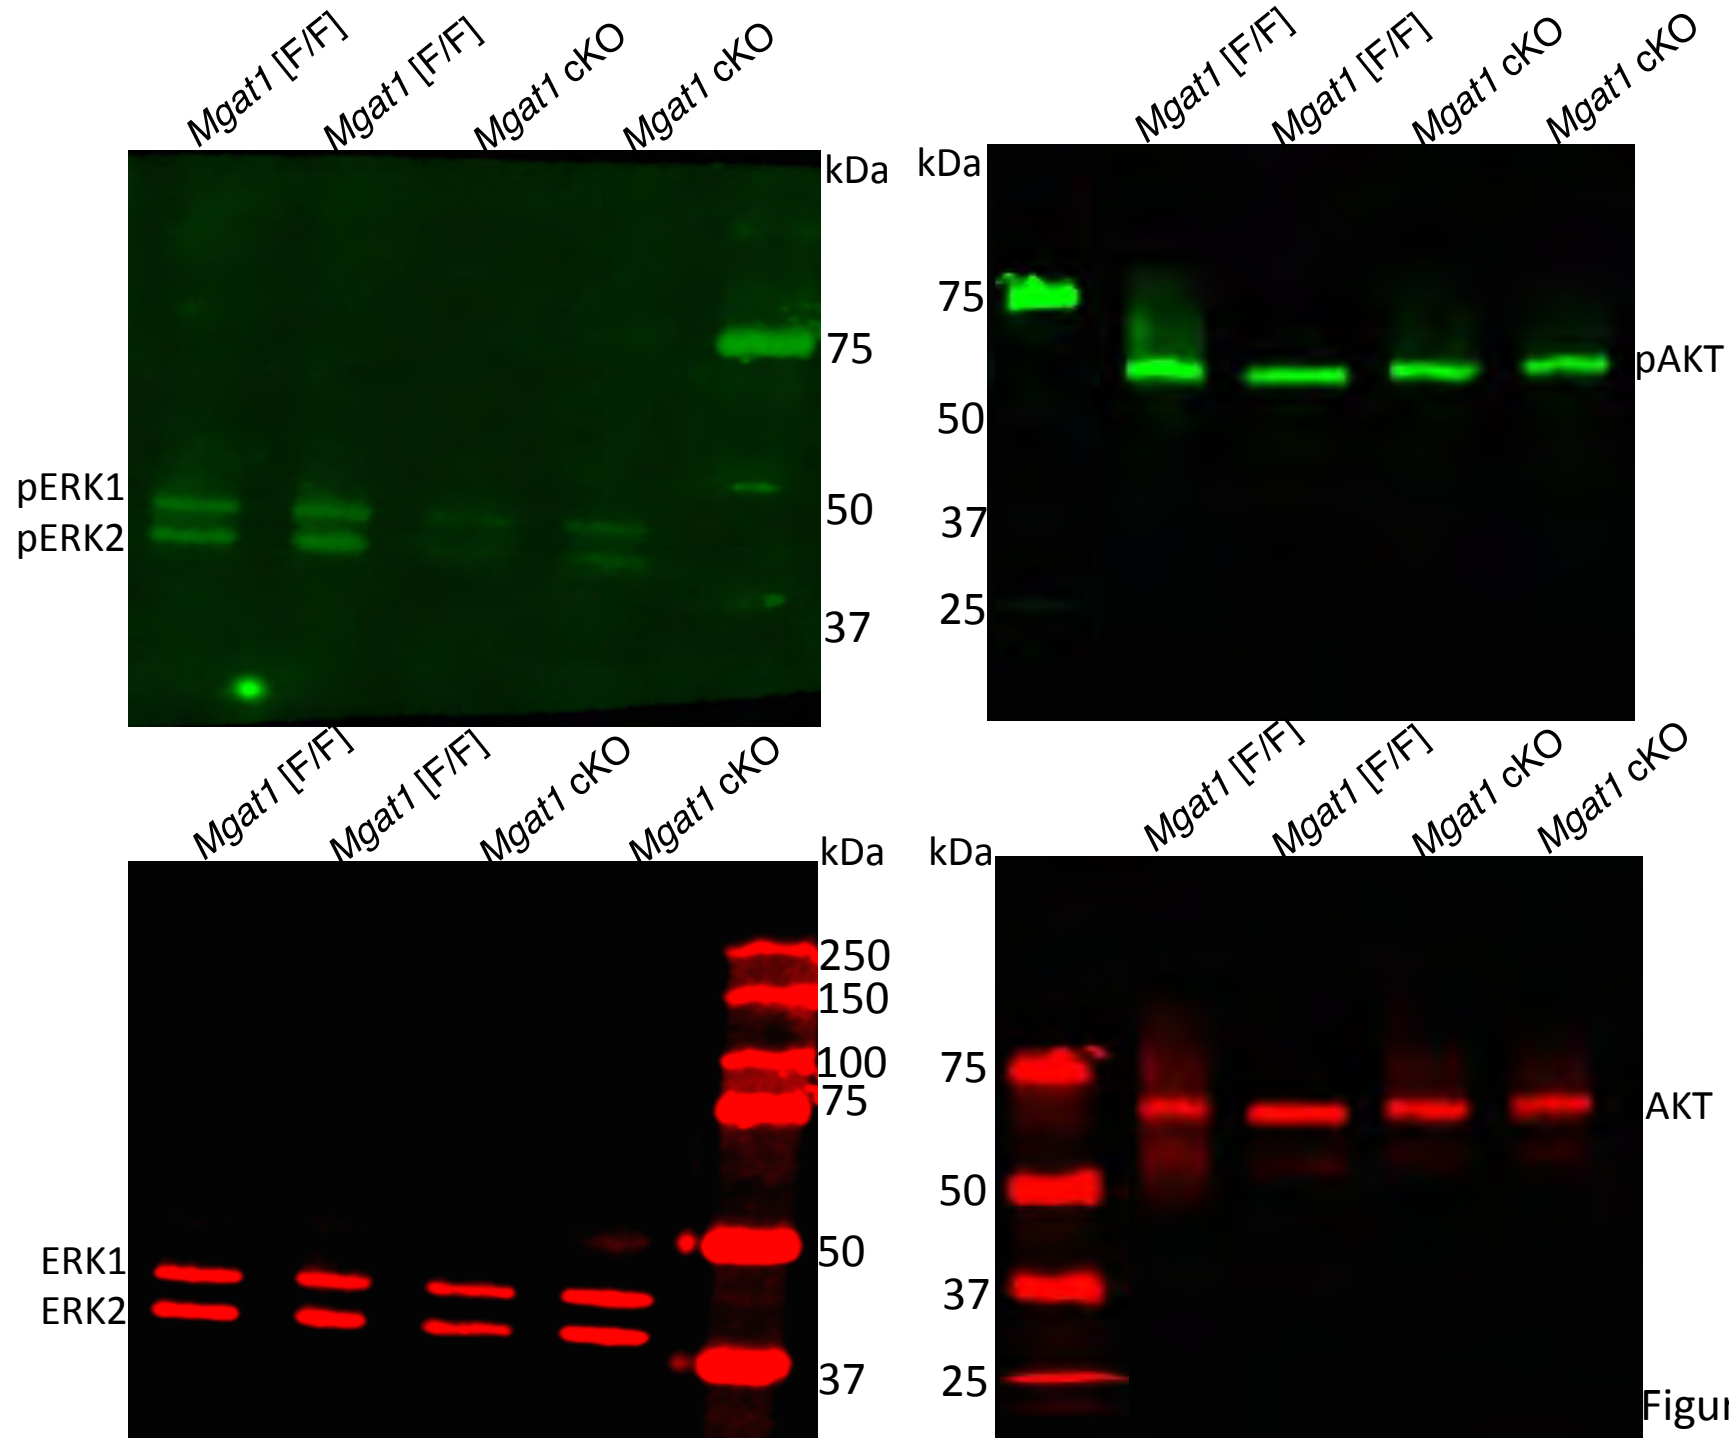

Figure S7

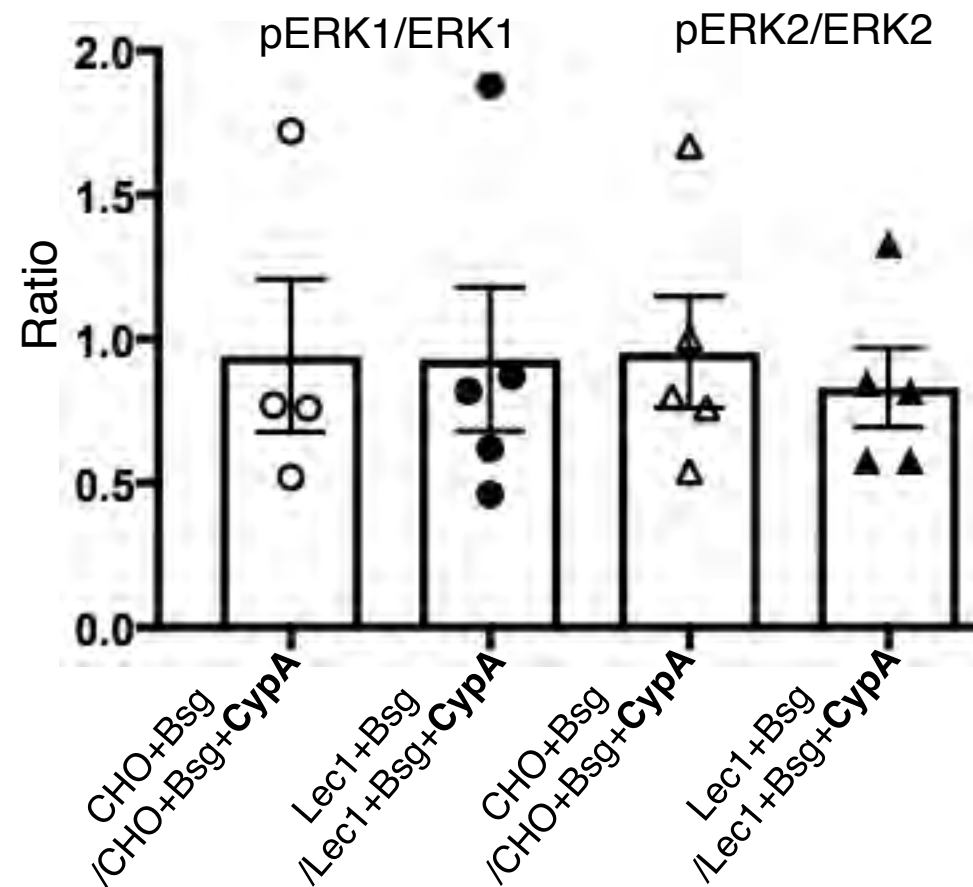

Figure S8

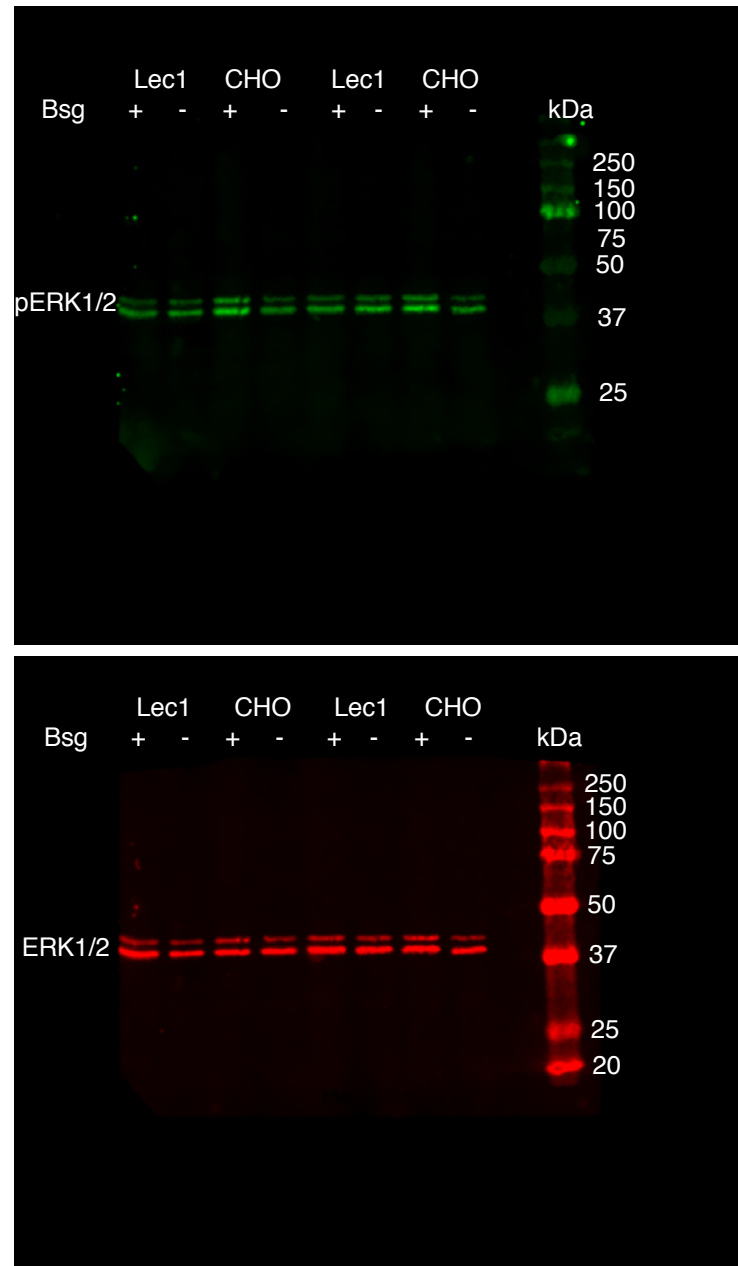

Figure S9

How the deposited data were processed for this re-analysis (not part of the article)

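Gene expression at 23 dpp was measured on 6 Mouse Gene 2.0 ST arrays hybridized with RNA of germ cell preparations, 3 for control (Mgat1[F/F]) and 3 for Mgat1 cKO (Mgat1[F/F]:Stra8-iCre) mice. The 3 arrays of a genotype carry aliquots of 1 RNA pool made from 6 mice. They were used as replicates because the paper and the sample labels name them so, but their spread is that between aliquots of a pool, and no p-value here covers the variation between mice. Arrays at 22 dpp were not analysed here.

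The authors made the log2 values with RMA (background correction, quantile normalization and summary) in Affymetrix Expression Console, whose version is not given, and the deposited table was used as it stands. It holds exon level probe sets, whereas the paper tested gene level values, so numbers of genes here and in the paper are not counted on the same features. Of the probe sets, 233753 carried 1 gene symbol, 5106 several and 30892 none. Probe sets with 1 symbol were averaged per gene on the log2 scale, which gave 23152 genes with a median of 8 probe sets. Of these symbols, 20875 are current symbols in the gene table used, which is built on GRCm38.p6 and served only for names and for which genes neighbour each other.

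Each gene was tested with limma 3.58.1 (lmFit and eBayes without an intensity trend) in R 4.3.3, with Benjamini-Hochberg adjustment over all genes. Genes were counted as changed at an adjusted p under 0.05 and a difference of means over 2-fold, the paper's thresholds. All adjusted p-values of genes and probe sets are from limma. Limma was used in place of the analysis of variance of the paper because 3 arrays against 3 leave few degrees of freedom. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

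In total 31 gene lists with 601 members were fixed before the data were examined, and 576 different members were measured, 13 of them under an older symbol. The paper had been seen, and some lists cover themes that it reports, so their tests are not independent of it. Members were counted as higher or lower at an adjusted p under 0.05, over all genes and over the list alone. Lists were tested with limma's camera at a preset correlation of 0.01 and Benjamini-Hochberg adjustment over the lists, and again with the correlation estimated per list. The camera test called 17 lists (12 up and 5 down), and 14 with an estimated correlation (11 up and 3 down). Of the list members, 114 were higher and 43 lower. Every list is given with its result in a passage or in the closing section.

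The text names genes by a rule set beforehand: Mgat1, the genes the paper names, the 10 largest rises and 10 largest falls among called genes whose arrays do not overlap between genotypes, and from each list the 2 members with the largest difference and the 2 with the highest level. Values in the tables and figures of the paper had been seen when the rule was written. Of 86 genes the paper names, 72 were measured by symbol.

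With 3 arrays per genotype, the number of arrays limits precision. On data simulated with the spread of these arrays, 70% of 50 genes changed by 1.5-fold, 90% of 50 changed by 2-fold, 100% changed by 3-fold and 96% changed by 4-fold reached an adjusted p under 0.05, 6 unchanged genes did so and 0 of these also passed the 2-fold threshold. Of 50 genes simulated at 2-fold, 26 also passed that threshold. A simulated list raised by 0.5 was called and 0 of 20 unchanged lists were. The noise was drawn independently for each probe set, so the shares may be too high where probe sets of a gene vary together. For the same reason the simulation cannot show how often camera calls unchanged lists whose genes vary together. On the measured arrays, splits that mixed the genotypes called up to 13 of the 31 lists. Each such split held unequal numbers of arrays of a genotype on its sides, so part of the difference between the pools remained. These calls therefore do not give a rate of false calls.

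Alternatives set beforehand were analysis of variance, an intensity trend, the replicate number as a block, differences of medians, a 1.5-fold threshold and none, dim probe sets left out, centring of each array, repeated quantile normalization, medians of probe sets, single probe sets, and each array left out in turn. Lists without genes that the study names, the immune list without histocompatibility genes, and falls only where the median probe set falls too were added after the data were seen. The pathway and network knowledge base of IPA and the sets of MSigDB were not used here.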

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

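The tests of the 3 patterns below and of the splits of the arrays were chosen only after the results were seen, as were Adam7, Lcn5, Cst11, H2-D1 and Abca17 as genes to name.

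Late spermatid genes rose as a group in Mgat1 cKO germ cells. A shift of all values left by the normalization is argued against by the ribosomal protein genes, whose median lay 2.51 below that of the nuclear condensation genes. A larger share of late spermatids in the Mgat1 cKO pool and higher expression per cell cannot be told apart by the arrays. The median of the fibrous sheath list (1.84) can arise from either. The 24 changed members of the nuclear condensation and fibrous sheath lists differ among themselves (SD 0.89, against a median SE of 0.08, from 0.36 to 3.33). In the paper's testis sections the genotypes showed no apparent difference at this age (Fig. 1A). Elongated spermatids were absent from both genotypes shortly afterwards, and later were fewer in Mgat1 cKO (Supplementary Table S1). Those sections show no larger share of elongated spermatids at the ages counted. Such counts do not measure how advanced the round spermatids were, and the sections were not made from the pools. They therefore do not decide between the 2 explanations. A difference in genotype, the condition of the design, stays open and was not tested apart from the pools.

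Some epididymal genes were lower, though the list as a whole did not pass its test: outside those the study names, Adam7 (-0.71, adjusted p = 2.0e-03), Lcn5 (-0.64) and Cst11 (-0.49) fell, a signal in genes the paper does not discuss, and the fall of Lcn5 was largest in 1 of its 9 probe sets (-2.77, next lowest -1.26). Epididymal tissue in the control pool is 1 candidate explanation, although the testes were detunicated, digested and sedimented in Percoll to isolate germ cells, and it cannot be told apart from a fall of single genes. Without Gpx5, Defb20 and Defb47 the list did not pass the camera test (adjusted p = 0.55), while 4 of its 21 members were lower and 0 higher, against 2.3% of all genes lower (exact hypergeometric p = 1.3e-03, one-sided), and 17 of the 21 lay below the median gene in control. A strain variant under some probe sets of Gpx5, Defb20 and Defb47 cannot be told apart from a fall of these genes either, since 5 of their 13 probe sets were lower at an adjusted p under 0.05 over all probe sets and the others differed by -1.91 to -0.14 without passing, and for Lcn5 it stays open too.

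Some genes had a probe set that fell by over 4-fold while their median probe set moved little, among them Abca17 (-5.37, next lowest -1.74) and H2-D1 (-3.11, next lowest -0.07), outside the genes the paper discusses. Whether fewer immune cells in the Mgat1 cKO pool play a part is not decided by the immune markers. The 18 markers, though lower as a list, lay between -0.83 (Ifi204, SE 0.17) and 0.01. These are means over the probe sets of a gene, whereas the pattern holds single probe sets selected for falls by over 4-fold. The sizes of the falls are therefore not alike in measure. A strain variant under a probe set cannot be told apart from a fall of the gene by how often the median probe set moved little, 4 of 10 genes lower by 1.5-fold to 2-fold against 35 of 231 higher genes of that size (Fisher's exact p = 0.060). Genes with such a deep fall lay near each other more often than random genes (6 of 19 within 10 genes of another, permutation p = 5.0e-04). So did those with a probe set higher by over 4-fold (11 of 72, permutation p = 0.028). Of genes lower by over 1.5-fold, 10 of 31 had such a neighbour, but 0 of 22 without genes named Gm and a number. Chromosome 17 held 8 of the 19 against 2 of the 72 (Fisher's exact p = 3.1e-05). It is the chromosome with the most of the 19, so this p does not hold for a chromosome named in advance. It also overlaps with the count of neighbours. A stretch that differs between the pools could explain the grouping. No sequence was examined, so a stretch of another strain remains a hypothesis.

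Other signals lay outside what the paper analysed. Probe sets without a gene symbol passed the thresholds as well, 417 higher and 32 lower. Egr3 (0.80, adjusted p = 7.7e-05) and Dusp4 (0.70, adjusted p = 2.2e-04), the only 2 of 28 listed ERK-responsive genes that were higher (1 lower, median -0.05, adjusted p = 0.88), and Rec8 (0.95), a meiotic cohesin, rose. H2-T23 differed by -4.47 in 1 probe set, beside a median of -0.78 over its 6 probe sets. Allc rose by 3.29 and is not named by the paper. A single Mgat1 probe set fell (-1.01, adjusted p = 0.037 over all probe sets).

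The 6 arrays allow 10 splits of 3 against 3, too few for a share under 0.05. Every split but the real one puts arrays of a pool on both sides, so the difference between the pools widens the spread within groups. Counts of 0 genes in such splits therefore carry little weight. Part of the difference between the pools remains in them, so lists can still be called. The 1 real split gave 594 changed genes (highest other 0), 586 higher (highest other 0), 8 lower (highest other 0), 17 lists (highest other 13) and 157 list members (highest other 0).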

How the results depend on the processing

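Falls counted only where the median probe set falls too, lists without genes the study names and the immune list without histocompatibility genes were chosen after the data were seen. Of 178 named genes besides Mgat1, 88 passed an adjusted p of 0.05, 51 of these in every alternative and 0 reversed, and 9 of the 90 others reversed in at least 1. The median probe set, adjusted over all probe sets, ended the calls of 34 named genes. Analysis of variance ended 15 and added 6, and the replicate block ended 9 and added 1. Leaving out 1 array ended the calls of Mapk8 and Cyp17a1 in 6 of 6 fits, of Sos2, Pdgfra, Igf1, Papolb and Dapp1 in 5 and of C1qb and Itga1 in 4. It ended those of Fgfr2, Tpi1, Ifi204, Gm3373 and the Sertoli cell list in 2. Counts of 594 changed, 586 higher and 8 lower stayed within 1.5 times with analysis of variance (571, 565, 6), an intensity trend, group medians, dim probe sets left out (657, 646, 11), centring, quantile normalization and medians of probe sets, and without any 1 array (591 to 605 changed, 583 to 599 higher, 6 to 10 lower). Falls whose median probe set also falls numbered 7. Counts moved, by construction of a lower threshold, above 1.5-fold (962, 929 and 33) and with no fold threshold (1948, 1405 and 543), and, by counting features in place of genes, for single probe sets (4676, 4391 and 285) and those with 1 symbol (3861, 3647 and 214). The share of higher calls was 98.7% with each scaling of the arrays.

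With the replicate block, 591 genes changed (584 higher, 7 lower), 19 lists passed and list members lower numbered 19. Same-numbered arrays deviated with r of -0.02, -0.06 and -0.02, so the numbers do not pair the arrays.

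For the lists, tests down numbered 3 with an estimated correlation in place of 5 and 5 to 8 without 1 array. List members lower numbered 65 with dim probe sets left out and 18 to 25 without 1 array, against 43. The cause was not tested.

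Mgat1 reversed for group medians (0.02), in probe sets 17248942 (0.58), 17248944 (0.36), 17248945 (0.06), 17248946 (0.20), 17248947 (0.05), 17248948 (0.41) and 17248949 (0.45), and without 1 array (-0.09 to 0.08), and passed in 17248953 (-1.01). The cause was not tested. The camera direction against other genes, not the sign of the median, turned for ribosomal proteins with dim probe sets left out (-0.04) and for ERK-responsive genes without control replicate 1 or Mgat1 cKO replicate 3 (-0.08 to -0.03 over the 6 fits), and neither list passed. Other reversals passed no threshold: for group medians Atp5b 0.00, Crat 0.00, Dpy19l2 0.05 and Olfr1188 -0.11; for centring Dpy19l2 0.01 and Slc4a1 0.00; for quantile normalization Atp5b 0.00, Dpy19l2 0.00 and Slc4a1 0.01; for the median probe set Atp5b -0.01, Crat 0.09, Dpy19l2 0.04, Il1b 0.11 and Mapk3 0.02; and without 1 array Atp5b -0.02 to 0.02, Cadm1 -0.02 to 0.07, Dpy19l2 -0.04 to 0.06, Il1b -0.10 to 0.01, Mapk3 -0.04 to 0.01, Olfr1188 -0.07 to 0.04, Slc4a1 -0.10 to 0.06 and Sox9 -0.01 to 0.09. The cause was not tested. Signal over background limits genes near the lowest levels of the arrays.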

Differences from the paper's values

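No test in this part was chosen after the results were seen. The paper counts 13 down-regulated genes at 23 dpp at gene level, and 8 were counted here on means of exon level probe sets at the same fold and adjusted p thresholds. Of the alternatives set before the data were examined, group medians (9), dim probe sets left out (11) and leaving out control replicate 1 (9) or control replicate 3 (10) came within 1.5 times of the paper's count. Analysis of variance, the intensity trend, the replicate block, the 1.5-fold and no fold thresholds, probe sets with 1 symbol, centring, quantile normalization, medians of probe sets, single probe sets and leaving out any other array did not.

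Folds of Table S3 are compared as linear folds, the unit of the paper's methods (r = 0.99 between log2 folds across genes), and 24 of 26 measured genes lie within 1.5 times. The paper gives 5.44 for Prm2 against 3.59 here. The median probe set (6.55) came within 1.5 times, and analysis of variance, group medians, the replicate block, centring, quantile normalization and leaving out any array did not. The paper gives 8.60 for Hspa1l against 5.28 here, and none of the same alternatives, the median probe set included, came within 1.5 times.

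The paper's qRT-PCR was made on individual mice, not on the pools. In Fig. 2C, read by eye, Hsfy2 is about 1.6 (8.93 here), Fam154a about 2.9 (7.95 here), H1fnt about 2.6 (9.52 here), Iqcf3 about 1.8 (16.3 here) and Spert about 4.6 (9.34 here). In Fig. 2D, read by eye, Egfr is about 0.34 (0.80 here), Pdgfra about 0.38 (0.80 here) and Gpx5 about 0.15 (0.30 here). In Fig. S3B, read by eye, Mgat1 is about 0.17 (0.99 here). None of the alternatives set before the data were examined brought any of these 9 genes within 1.5 times. The other 8 genes lay on the same side of 1 as in the paper, and the mean over the 12 Mgat1 probe sets did not move. Which of these probe sets lie in the deleted part of the gene is not known here. Only 17248953 passed the test (-1.01, adjusted p = 0.037 from limma over all probe sets).

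The paper describes Egfr as down-regulated in its arrays at 23 dpp. Here the gene Egfr differed by -0.32 on the log2 scale with an adjusted p of 0.071, and it passed only without Mgat1 cKO replicate 3 (adjusted p = 0.041).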

Other observations

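The tests of probe sets higher within a gene were chosen only after the results were seen. Of 27 genes of PKA, its anchors and cAMP, 8 were higher and 0 lower (9 higher and 1 lower when adjusted over the list alone), with a median of 0.06 and a mean of 0.34 (camera adjusted p = 3.5e-05, and adjusted p = 0.024 with an estimated correlation). Besides Akap3 and Akap4, the largest differences, Akap12 (0.10) and Akap8 (-0.20) had the highest levels. Of 28 genes that respond to ERK, 2 were higher and 1 lower (2 and 2 when adjusted over the list alone), with a median of -0.05 (adjusted p = 0.88), and Ccnd1 differed by -0.23 and Klf10 by -0.21. Of 24 N-glycan processing genes, 1 was higher (1 when adjusted over the list alone; median -0.06, adjusted p = 0.41), Mgat4c at 0.60 (adjusted p = 4.8e-04), while Slc35a2 differed by -0.29, Man2a2 by 0.07 and Bsg, which carries N-glycans, by 0.02.

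Among somatic cell markers, those of immune cells were lower as a list, by small amounts against a median of -0.053 over all genes, and those of Sertoli, Leydig, endothelial and red blood cells did not pass or were lost with an estimated correlation. Of 18 immune markers, 9 were lower and 0 higher (9 lower when adjusted over the list alone), with a median of -0.22. Their camera adjusted p was 2.0e-05, and 0.027 with an estimated correlation. H2-Ab1 was at -0.68 and C1qb at -0.37, a call lost in 4 of the 6 fits that left out 1 array. The study had named 2 of the 18, and 7 of the 16 others were lower (median -0.15, camera adjusted p = 1.6e-04). Of 20 Sertoli cell markers, 1 was lower (0 when adjusted over the list alone; median -0.11, adjusted p = 0.036, but adjusted p = 0.16 with an estimated correlation), and Rhox5 (-0.35), Trf (-0.27), Inha (-0.14) and Cldn11 (-0.11) did not pass. Of 11 Leydig cell markers, 3 were lower (4 when adjusted over the list alone), with a median of -0.14 (camera adjusted p = 0.097). Hsd3b6 was at -0.46, Cyp17a1 at -0.26, a call lost in all 6 fits that left out 1 array, and Insl3 at 0.80 (adjusted p = 0.20). Of 12 endothelial markers, 0 were higher or lower with limma (4 lower at an unadjusted p under 0.05; median -0.13, adjusted p = 0.061). Only 2 red blood cell genes were measured, Alas2 at 0.16 and Slc4a1 at 0.00 (median 0.08, adjusted p = 0.41).

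Other lists showed no call as a whole. Of 24 genes of DNA replication and mitosis, 0 were higher or lower with limma (1 higher and 5 lower at an unadjusted p under 0.05; median -0.08, adjusted p = 0.17), with Kif11 at -0.25 and Plk1 at 0.24. Of 11 heat shock genes, 1 was lower (1 higher and 4 lower when adjusted over the list alone; median -0.17, adjusted p = 0.13), Hspa1a at -0.61. Of 21 ribosomal protein genes, 1 was lower (1 when adjusted over the list alone; median -0.09, adjusted p = 0.29), Rpl27 at -0.37 (adjusted p = 5.8e-03), while Rpl35 differed by 0.30.

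Of the other genes the paper names, Akap1, a mitochondrial PKA anchor, rose by 1.12 (adjusted p = 6.5e-06), Cypt4 by 1.11 (adjusted p = 2.3e-03), Dbil5 by 0.57 (adjusted p = 8.7e-04) and Camk4, a calmodulin kinase, by 0.53 (adjusted p = 1.0e-03). Cyp11a1 (-0.25, adjusted p = 0.059), C1galt1 (-0.22), Serpina3n (-0.14), Gja1 (-0.11), Pofut1 (-0.10), Rps2 (-0.09), Actb (-0.06) and Pcna (-0.06) did not pass the test.

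Among 10024 genes with at least 10 probe sets, 85 had a mean difference under 2-fold and at least 3 probe sets higher by over 2-fold, and 2 had as many lower. In Coro2a 11 of 19 probe sets were higher (gene mean 0.90), in Pde1a 10 of 25 (0.96), in Ank2 9 of 46 (0.81) and in Sox5 8 of 25 (0.88), genes chosen after their values were seen.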
